# Cooperation between SS18-SSX1 and miR-214 in Synovial Sarcoma Development and Progression

**DOI:** 10.3390/cancers12020324

**Published:** 2020-01-30

**Authors:** Miwa Tanaka, Mizuki Homme, Yukari Yamazaki, Keisuke Ae, Seiichi Matsumoto, Subbaya Subramanian, Takuro Nakamura

**Keywords:** synovial sarcoma, SS18-SSX1, mouse model, insertional mutagenesis, miR-214

## Abstract

SS18-SSX fusion proteins play a central role in synovial sarcoma development, although, the genetic network and mechanisms of synovial sarcomagenesis remain unknown. We established a new ex vivo synovial sarcoma mouse model through retroviral-mediated gene transfer of *SS18-SSX1* into mouse embryonic mesenchymal cells followed by subcutaneous transplantation into nude mice. This approach successfully induced subcutaneous tumors in 100% recipients, showing invasive proliferation of short spindle tumor cells with occasional biphasic appearance. Cytokeratin expression was observed in epithelial components in tumors and expression of TLE1 and BCL2 was also shown. Gene expression profiling indicated SWI/SNF pathway modulation by *SS18-SSX1* introduction into mesenchymal cells and *Tle1* and *Atf2* upregulation in tumors. These findings indicate that the model exhibits phenotypes typical of human synovial sarcoma. Retroviral tagging of the tumor identified 15 common retroviral integration sites within the *Dnm3* locus as the most frequent in 30 mouse synovial sarcomas. *miR-199a2* and *miR-214* upregulation within the *Dnm3* locus was observed. *SS18-SSX1* and *miR-214* cointroduction accelerated sarcoma onset, indicating that *miR-214* is a cooperative oncomiR in synovial sarcomagenesis. *miR-214* functions in a cell non-autonomous manner, promoting cytokine gene expression (e.g., *Cxcl15/IL8*). Our results emphasize the role of *miR-214* in tumor development and disease progression.

## 1. Introduction

Synovial sarcoma is a malignant mesenchymal neoplasm characterized by *SS18-SSX* gene fusions associated with t(X;18) chromosome translocation, characteristic biphasic morphologies consisting of both mesenchymal and epithelial components, highly invasive growth, and poor prognosis [1,2,3]. *SS18-SSX1/SSX2/SSX4* fusions were observed in most synovial sarcoma [4]. The SS18-SSX fusion proteins show pleiotropic functions that promote oncogenesis [5]. SS18-SSX1 competes with wild type SS18, a component of the SWI/SNF complex, hijacking the complex, inducing aberrant expression of *Sox2* and perturbating the interaction between polycomb and SWI/SNF complexes [6,7]. SS18-SSX1 also interacts with the transcriptional co-repressor TLE1 and recruits it to ATF2, resulting in abnormal repression of ATF2 target genes such as *EGR1* [8]. In addition, SWI/SNF disruption by SS18-SSX fusion proteins induces activation of WNT/β-catenin signaling [9]. Another study showed that KDM2B and polycomb repressive complex 1 recruits SS18-SSX1 proteins and the SWI/SNF complex to unmethylated CpG islands, leading to aberrant activation of gene expression [10]. Although *PTEN*, *CTNNB1*, and *APC* mutations have been reported in synovial sarcoma, the frequency of secondary mutations in this disease is not very high [11]. Moreover, the cell-of-origin of synovial sarcoma remains unclear [1], indicating that the genetic/epigenetic events that cooperate with SS18-SSX should be clarified.

A genetically engineered mouse model of human synovial sarcoma has been previously created by introducing a conditional allele of *SS18-SSX2* into the *ROSA26* locus, after which the knock-in mice were by mated with *Myf5*-Cre transgenic mice. As a result, the biphasic synovial sarcoma phenotype was well recapitulated [12], indicating that *SS18-SSX2* expression efficiently induces synovial sarcoma in a specific cellular lineage. We have previously generated mouse models of fusion gene-associated sarcoma by introducing *EWS-FLI1*, *ASPSCR1-TFE3*, or *CIC-DUX4* into mouse embryonic mesenchymal cells (eMCs) [13,14,15]. In these models, induced tumors can recapitulate phenotypes of human counterparts and are therefore useful as platforms for exploring novel disease mechanisms and testing the effects of new drugs.

In this study, we generated a new mouse model of human synovial sarcoma by using the ex vivo gene manipulation technology and mouse embryonic mesenchymal cells. Moreover, the retrovirus-mediated gene transfer procedure allowed us to perform retroviral tagging and to identify novel cooperative genes for *SS18-SSX1* in synovial sarcoma development. We showed that expression of microRNA *miR-214* accelerates the onset of synovial sarcoma. Given that overexpression of *miR-214* in human synovial sarcoma has been previously reported [16], our present results shed light on the mechanisms of synovial sarcoma development and progression.

## 2. Results

### 2.1. Generation and Characterization of the Ex Vivo Model of Synovial Sarcoma

In previous studies, we generated mouse models of human sarcoma expressing fusion genes such as Ewing sarcoma, alveolar soft part sarcoma, and CIC-DUX4 sarcoma [13,14,15]. Our work emphasizes the advantages of using mouse eMCs to concentrate a cell-of-origin for fusion gene-associated sarcomas. In this context, we retrovirally introduced human *SS18-SSX1* into murine eMCs derived from embryo extremities on dpc 18.5. Transduced eMCs were then subcutaneously injected into nude mice. Recipient mice developed a subcutaneous mass with 100% penetrance and a mean latency of 26.6 weeks (Figure 1A). These tumors were slow growing and invaded surrounding tissues but without showing distant metastasis.

Histological analysis showed that *SS18-SSX1*-expressing tumors were composed of a diffuse proliferation of short spindle cells with or without tubulus-like epithelial structures, equivalent to human biphasic or monophasic synovial sarcoma, respectively (Figure 1B). Of the 59 sarcomas, 44 were monophasic and 15 were biphasic. Sarcoma cells showed diffuse infiltration into the surrounding tissues such as skeletal muscles where intra-fascicular invasion was evident (Figure 1C). Expression of FLAG-tagged SS18-SSX1 fusion proteins was confirmed by immunoblotting (Figure 1D), and nuclear accumulation of fusion proteins was observed both in spindle and epithelial elements (Figure 1E). Immunostaining showed expression of cytokeratin (AE1/AE3) not only in epithelial-like cells but also in spindle cells in 19 out of 20 tumors. Enhanced expression of BCL2 and TLE1 was consistently observed in 20 out of 20 tumors with observations in the human counterpart (Figure 1F) [17,18]. These tumors were transplantable into nude mice and Balb/c mice with similar morphological characteristics (Figure 1G), indicating that the tumors were not transient overgrowths of eMCs. Together, these results show that introduction of *SS18-SSX1* into eMCs can induce sarcomas which recapitulated the phenotypes of human synovial sarcoma, such as typical biphasic morphologies and expression of synovial sarcoma-specific biomarkers.

### 2.2. Gene Expression Profile of Mouse Synovial Sarcoma

Microarray analyses were carried out to examine the gene expression profile of mouse synovial sarcomas and mouse eMCs with or without introduction of SS18-SSX1 at 48 h after introduction. 

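The arrays held 4 replicates of eMCs with an empty vector and 4 replicates of eMCs expressing *SS18-SSX1*, all taken at 48 h, 12 *SS18-SSX1* tumors and 4 replicates of a normal tissue mix. The mix was taken as mouse tissue, as the sample labels and the legend of Figure 2 have it, where the paper's methods call it human. The methods also name 4 replicates of eSZ cells in the comparison with the tumors. These were taken to be the eMCs with the empty vector, which the paper does not state. Each GeneChip array gave an intensity for 45141 probe sets, which the authors had summarized and scaled between arrays. The submitters' notes name MAS5 for this step without a version, and no value in the table lies below 5.36, so the summary method stays open. The median intensity of an array was 24.3 to 24.5 in eMCs with the empty vector, 23.9 to 24.1 in eMCs expressing *SS18-SSX1*, 22.5 to 25.9 in tumors and 26.0 to 26.1 in the tissue mix. Intensities under 11.7, the median over the arrays of each array's 20th percentile, were raised to that floor, and all values were put on the log2 scale. Probe sets above the floor in at least 4 of the arrays compared were tested with limma, with only the arrays of both groups in the fit and Benjamini-Hochberg adjustment over the probe sets. A gene was represented by its brightest probe set and called at an adjusted p under 0.05 and a fold change over 2, the fold threshold of the legend of Figure 2. The comparisons, these thresholds and 36 gene lists were set before the data were examined. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and the paper's gene sets themselves are not analysed here. The number of arrays limits the precision, and the p-values measure only the spread between these samples. The replicates of the eMC cultures and of the tissue mix may be technical, since a probe set's median SD was 0.069 and 0.055 log2 units in the eMC groups and 0.077 in the mix, against 0.244 between tumors. The log2 ratio of the 3′ to the 5′ probe set of *Gapdh*, a sign of RNA integrity, was 0.849 ± 0.369 (SD, n = 12) in the tumors, 0.060 ± 0.015 (n = 4) in the tissue mix, 0.010 ± 0.036 (n = 4) in eMCs with the empty vector and -0.148 ± 0.024 (n = 4) in eMCs expressing *SS18-SSX1*. The ratio of *Actb* was also lower with *SS18-SSX1*, at 0.255 ± 0.018 (n = 4) against 0.406 ± 0.035 (n = 4) with the empty vector. That of *Tfrc* was higher, at 1.200 ± 0.167 (n = 4) against 0.649 ± 0.049 (n = 4).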

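In eMCs expressing *SS18-SSX1* for 48 h, cartilage genes were lower and smooth muscle, cell cycle and interferon-stimulated genes were higher than in eMCs with the empty vector (n = 4 replicates each). All 20 measured cartilage genes fell, with a median log2 change of -1.22 (camera adjusted p = 8.6e-17). Among them, *Col11a2* and *Col9a2*, which encode collagens of cartilage fibrils, had log2 changes of -2.26 (SE 0.075, limma adjusted p = 2.15e-12) and -2.01 (SE 0.082, limma adjusted p = 2.31e-11). All 12 smooth muscle genes rose, with a median of 0.98 (camera adjusted p = 2.39e-06), such as *Actg2*, an actin of visceral smooth muscle, at 3.74 (SE 0.074) and *Myl9*, a myosin light chain, at 1.90 (SE 0.039). Of 37 E2F and cell cycle genes, 31 rose and 2 fell, with a median of 0.26 (camera adjusted p = 3.5e-06). Of 20 interferon-stimulated genes, 17 rose and none fell, with a median of 0.61 (camera adjusted p = 2.65e-07), including the antiviral gene *Rsad2* at 1.57 (SE 0.061) and the chemokine gene *Cxcl10* at 1.30 (SE 0.112). Of 25 subunits of SWI/SNF, the chromatin remodeling complex that contains Snf5, 5 rose, 3 fell and 17 did not pass the test (camera adjusted p = 0.886). *Smarcb1*, which encodes Snf5, had a log2 change of 0.019 (SE 0.032, limma adjusted p = 0.677). Markers of other cell types also rose in these cultures. Of 15 endothelial genes, 14 were higher and none was lower (median 1.48, camera adjusted p = 1.43e-08), such as *Emcn* at 3.54 (SE 0.093) and *Cldn5* at 3.09 (SE 0.081). Of 15 granulocyte genes, 12 were higher and none was lower (median 1.33, camera adjusted p = 2.39e-06), such as *S100a9* at 3.95 (SE 0.049). Of 23 macrophage genes, 15 rose and 1 fell (median 0.293, camera adjusted p = 9.89e-05). Of 8 adipocyte genes, 7 rose and none fell (median 0.684, camera adjusted p = 3.72e-05, but adjusted p = 0.0647 with an estimated correlation), such as *Fabp4*, a fatty acid carrier, at 1.36 (SE 0.019). *Tpsab1*, *Cpa3* and *Cma1*, which encode proteases of mast cells, were among the 10 genes with the largest rise, at 5.15, 4.89 and 4.68. Adjusted over the list alone, each of these lists gave the same counts, and apart from the adipocyte genes and the SWI/SNF subunits each call held with an estimated correlation. In a fit that shared 1 spread among all arrays, *Cxcl10* (adjusted p = 0.17) and *Fabp4* (adjusted p = 0.166) no longer passed.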

Gene set enrichment analysis (GSEA) using gene sets for eMCs showed enrichment of the SNF5 gene set containing genes upregulated in mouse embryonic fibroblasts with *Snf5* knockout [19] in the *SS18-SSX1*-expressing cohort (Figure 2A and Table S1), and the changes were detected 48 h after *SS18-SSX1* introduction. Since disruption of the SNF/SWI complex by SS18-SSX1 was observed in human synovial sarcoma cell lines [7], the present result suggests that affection of the pathway occurred at the early stage of synovial sarcoma development. 

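*Sox2*, which encodes a transcription factor of stem cells, and *Apod*, which encodes the lipid carrier apolipoprotein D, were higher in eMCs expressing *SS18-SSX1* than in eMCs with the empty vector, and higher in tumors than in either control. *Sox2* was 8.98 ± 0.083 log2 units (SD, n = 4) in eMCs expressing *SS18-SSX1* and 5.14 ± 0.184 (n = 4) with the empty vector, a log2 change of 3.84 (SE 0.079, limma adjusted p = 1.09e-14). *Apod* was 10.60 ± 0.023 (n = 4) and 7.62 ± 0.030 (n = 4) in the same cultures, a log2 change of 2.98 (SE 0.030, limma adjusted p = 8.21e-18). Every culture with *SS18-SSX1* lay above every culture with the empty vector for both genes. In the 12 tumors, *Sox2* was 9.74 ± 0.499, which is 4.60 (SE 0.238, limma adjusted p = 1.67e-11) above eMCs with the empty vector and 2.80 (SE 0.247, limma adjusted p = 2.28e-08) above the tissue mix. *Apod* was 10.72 ± 0.920 in the tumors, 3.10 (SE 0.425, limma adjusted p = 5.65e-06) above eMCs with the empty vector and 2.69 (SE 0.427, limma adjusted p = 3.34e-05) above the tissue mix. The array measures *Sox2* and *Apod* by 1 probe set each.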

Representative downstream genes in the SNF5 pathway, *Sox2* and *ApoD,* were significantly upregulated in eMCs expressing *SS18-SSX1* and also in mouse synovial sarcomas (Figure 2B). Expression profiles of mouse synovial sarcomas were also analyzed, and enriched genes within Cyclin D1, PTEN, and β-catenin pathways were also found to be upregulated (Figure 2C and Table S1). 

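*Ccnd1*, which encodes cyclin D1, was 11.70 ± 0.112 log2 units (SD, n = 12) in tumors and 10.26 ± 0.075 (n = 4) in the tissue mix, a log2 difference of 1.44 (SE 0.063, limma adjusted p = 7.9e-13). *Lgr5*, a stem cell receptor of the Wnt pathway, was higher in tumors by 5.21 (SE 0.160, limma adjusted p = 3.35e-15), *Axin2*, a feedback inhibitor of the pathway, by 2.06 (SE 0.169) and *Wif1*, a secreted Wnt inhibitor, by 2.29 (SE 0.284). Of 17 measured Wnt target genes, 10 were higher, 5 lower and 2 did not pass the test, and the list as a whole did not pass (median 0.79, camera adjusted p = 0.29). *Ctnnb1*, which encodes β-catenin, was 0.393 higher (SE 0.037, limma adjusted p = 6.31e-08) by its brightest probe set, and its other probe sets gave -0.32 and 0.046. Of 42 developmental transcription factors, 30 were higher and 2 lower (median 1.75, camera adjusted p = 2.08e-05, and adjusted p = 0.109 with an estimated correlation), such as *Zic2* at 6.61 (SE 0.170), *Foxc1* at 6.13 (SE 0.234) and *Pax3* at 5.16 (SE 0.259). Of 26 genes of human synovial sarcoma, 21 were higher and 1 lower (median 2.04, camera adjusted p = 2.08e-05, and adjusted p = 0.0727 with an estimated correlation), with the growth factor gene *Igf2* at 3.59 (SE 0.189) and the binding protein gene *Igfbp2* at -4.95 (SE 0.140). Of 25 SWI/SNF subunits, 21 were higher and none lower (median 0.533, camera adjusted p = 0.00117, and adjusted p = 0.276 with an estimated correlation). Of 27 Polycomb subunits, 18 were higher and 2 lower (median 0.748, camera adjusted p = 0.000566, and adjusted p = 0.0743 with an estimated correlation), with *Bcor* at 4.66 (SE 0.152). Genes of some organs in the mix were lower in tumors, with all 7 liver genes (median -8.04), all 4 lung genes (median -8.33) and all 4 kidney genes (median -5.41) passing, each list at an adjusted p = 0.0149 with an estimated correlation. Of 22 epithelial genes, 21 were lower than in the mix (median -3.01, camera adjusted p = 1.02e-09, and adjusted p = 0.0591 with an estimated correlation). Adjusted over the list alone, these lists gave the same counts. For muscle and ovary, which are in the mix as well, 1 of 21 skeletal muscle genes was higher and 2 lower (none adjusted over the list alone, camera adjusted p = 0.305), and 1 of 4 ovary genes was higher (camera adjusted p = 0.75). Against eMCs with the empty vector, the difference in *Ccnd1* was 0.118 (SE 0.060, limma adjusted p = 0.0905, but 0.204 at an adjusted p = 0.00604 after quantile normalization and 0.31 at an adjusted p = 0.00328 with the 3′ to 5′ ratio as a covariate, chosen after seeing the data), and that in *Ctnnb1* was 0.232 by the brightest probe set but -0.374 as the mean over its probe sets.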

Upregulation of *ATF2* and *TLE1* is important in the development of human synovial sarcoma and recruitment of TLE1 to the ATF2 binding locus downregulates expression of the tumor suppressor *EGR1* [8,20,21]. In accordance with this, expression of *Atf2* and *Tle1* was increased, while that of *Egr1* was suppressed in mouse synovial sarcoma (Figure 2D). These changes were not observed in eMCs expressing *SYT-SSX1*, suggesting that the expression modulation of the Atf2/Tle1/Egr1 axis might be achieved at a later stage. However, *Igf1*, which is downstream of the Cyclin D1 pathway, was upregulated both in tumors and eMCs expressing *SS18-SSX1*, which might be important for drug resistance in synovial sarcoma treatment [22]. 

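On the arrays, *Atf2*, which encodes a stress-responsive transcription factor, and *Tle1*, which encodes a co-repressor, were higher in the 12 tumors than in both controls, whereas *Egr1*, an immediate early transcription factor gene, was lower than in eMCs and higher than in the tissue mix. *Atf2* was 9.80 ± 0.183 log2 units (SD, n = 12) in tumors, 1.35 (SE 0.094, limma adjusted p = 9.74e-10) above eMCs with the empty vector and 0.675 (SE 0.096, limma adjusted p = 8.89e-06) above the tissue mix. *Tle1* was 10.61 ± 0.146 in tumors, 1.98 (SE 0.080, limma adjusted p = 5.4e-13) above eMCs with the empty vector and 2.43 (SE 0.079, limma adjusted p = 7.44e-15) above the mix. *Egr1* was 9.57 ± 0.373 in tumors, with a log2 difference of -2.26 (SE 0.175, limma adjusted p = 4.13e-09) from eMCs with the empty vector, at 11.83 ± 0.019 (n = 4), and of 1.20 (SE 0.178, limma adjusted p = 1.48e-05) from the mix, at 8.37 ± 0.042 (n = 4). In each of these comparisons every tumor lay on the same side of every control array. Of 16 measured immediate early genes, 10 were lower and 2 higher in tumors than in eMCs with the empty vector, and the same counts were found adjusted over the list alone (median -0.75, camera adjusted p = 0.0147, but adjusted p = 0.611 with an estimated correlation). They include *Ier3* at -2.60 (SE 0.114), *Ier2* at -2.28 (SE 0.096) and the phosphatase gene *Dusp1* at -2.07 (SE 0.258). Against the tissue mix, 9 of these 16 genes were higher and 4 lower (camera adjusted p = 0.411). Of the 4 probe sets of *Atf2*, 1 differed from eMCs by -0.379 and the other three by 1.08 to 1.35.

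**Figure D1:**
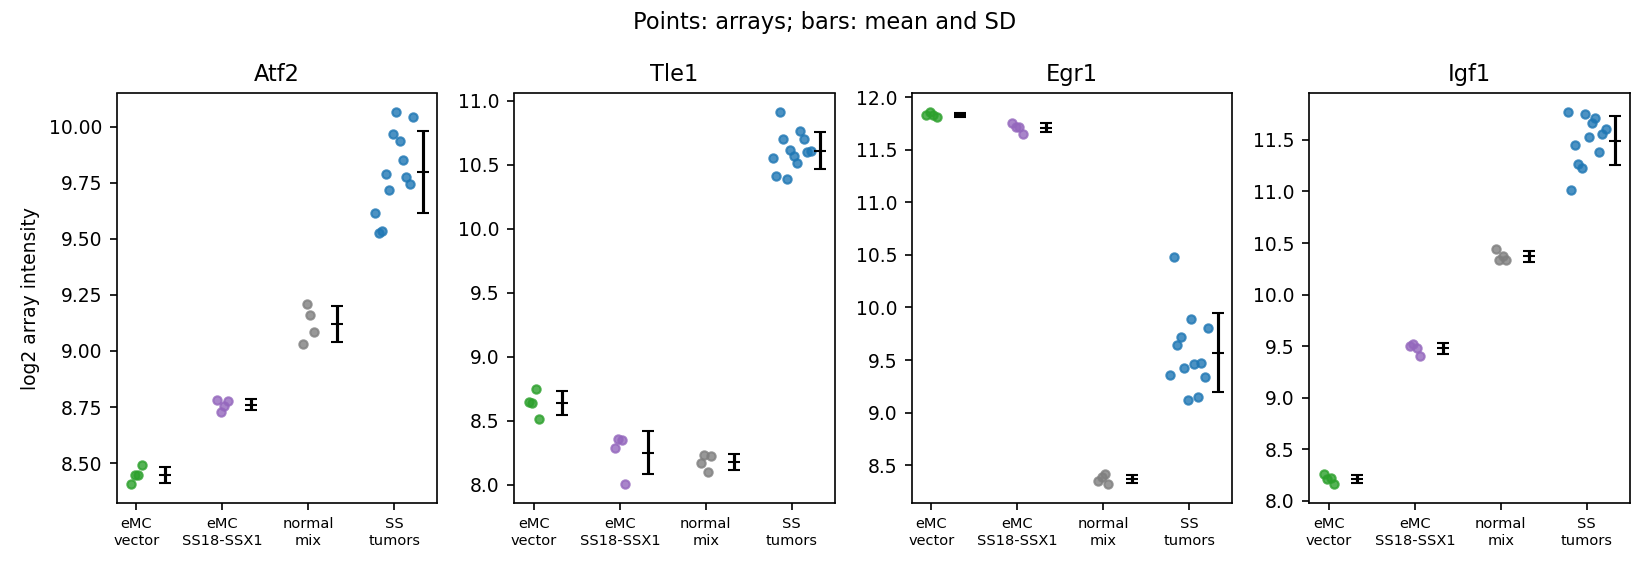
Log2 intensity (y axis) of *Atf2*, *Tle1*, *Egr1* and *Igf1* on each array of eMCs with the empty vector, eMCs expressing *SS18-SSX1*, the tissue mix and *SS18-SSX1* tumors (x axis), where points are arrays and bars are the mean and SD. *Egr1* lies at 9.57 in tumors, between the mix at 8.37 and eMCs with the empty vector at 11.83.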

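In eMCs expressing *SS18-SSX1*, *Atf2*, *Tle1* and *Egr1* each stayed within a fold change of 2 of the empty vector at 48 h. *Atf2* was 8.76 ± 0.025 log2 units (SD, n = 4) against 8.45 ± 0.036 (n = 4), a log2 change of 0.313 (SE 0.034, limma adjusted p = 1.88e-06), or 1.24-fold. *Tle1* was 8.25 ± 0.167 (n = 4) against 8.64 ± 0.096 (n = 4), a log2 change of -0.387 (SE 0.070, limma adjusted p = 0.000321). *Egr1* was 11.71 ± 0.042 (n = 4) in the *SS18-SSX1* cultures, a log2 change of -0.122 (SE 0.021, limma adjusted p = 0.000206). For each gene the 4 cultures with *SS18-SSX1* lay apart from the 4 with the empty vector. The immediate early genes as a group did not move one way in eMCs, with 8 of 16 higher, 5 lower and a median of 0.047 (camera adjusted p = 0.886). These calls rest on the small spread between the cultures, since in a fit that shared 1 spread among all 53 arrays the adjusted p was 0.139 for *Atf2*, 0.131 for *Tle1* and 0.868 for *Egr1*.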

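*Igf1*, which encodes insulin-like growth factor 1, was higher in eMCs expressing *SS18-SSX1* than with the empty vector and higher still in tumors. It was 9.48 ± 0.050 log2 units (SD, n = 4) in eMCs expressing *SS18-SSX1* and 8.21 ± 0.040 (n = 4) with the empty vector, a log2 change of 1.26 (SE 0.036, limma adjusted p = 3.24e-13), or 2.40-fold. In the tumors it was 11.49 ± 0.234 (n = 12), 3.28 (SE 0.113, limma adjusted p = 5.79e-14) above eMCs with the empty vector and 1.12 (SE 0.113, limma adjusted p = 1.32e-07) above the tissue mix, at 10.37 ± 0.053 (n = 4). All 4 probe sets of *Igf1* were higher in eMCs, by 0.677 to 1.26, and higher in tumors than in eMCs, by 1.34 to 3.28. Against the tissue mix 1 of them was lower, at -1.03. *Ccnd1* itself had a log2 change of -0.051 (SE 0.021, limma adjusted p = 0.0597) in eMCs expressing *SS18-SSX1*, -0.065 (adjusted p = 0.0215) without eMC empty vector replicate 1, and the same change at an adjusted p = 0.0449 with the replicate number as a block. Its other probe sets gave -0.122 (adjusted p = 0.000299) and -0.131 (adjusted p = 0.294).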

Overall comparison of differentially expressed genes between *SS18-SSX1*-expressing eMCs and tumors showed that 3155 and 485 genes were upregulated in synovial sarcoma versus eMCs with an empty vector; fold change > 2.0, and in *SS18-SSX1*-expressing eMCs versus eMCs with an empty vector; fold change > 2.0, (Figure 2E and Table S2). Among these genes commonly upregulated genes in *SS18-SSX1*-expressing eMCs and tumors, such as *Sox2* and *ApoD,* might be downstream targets of the SS18-SSX1 and SWI/SNF axis, and their expression is preserved during oncogenesis, whereas tumor-specific upregulated genes such as *Atf2* and *Tle1* might require other factors for their expression at the later stage.

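Compared with eMCs with the empty vector, 2315 genes were higher and 1335 lower in the 12 tumors, of 15655 genes tested, and 418 were higher and 150 lower in eMCs expressing *SS18-SSX1*, of 15376 genes tested. Skeletal muscle and endothelial genes were higher in the tumors than in these eMCs, and cartilage and cell cycle genes were lower. The paper describes infiltration of nearby muscle by the tumor cells, and the share of other tissue in the tumor samples was not tested. Of 21 skeletal muscle genes, 17 were higher and 2 lower (median 5.10, camera adjusted p = 3.08e-05, but adjusted p = 0.611 with an estimated correlation), with the fast myosin gene *Myh4* at 7.99 (SE 0.492) and the muscle creatine kinase gene *Ckm* at 7.12 (SE 0.452). Of 20 cartilage genes, 19 were lower (median -4.83, camera adjusted p = 1.03e-15, and adjusted p = 5.97e-05 with an estimated correlation), with the collagen gene *Col9a1* at -8.32 (SE 0.077) and *Cnmd*, which encodes chondromodulin, at -8.07 (SE 0.242). Of 37 E2F and cell cycle genes, 34 were lower and none higher (median -1.63, camera adjusted p = 1.32e-10, but adjusted p = 0.582 with an estimated correlation), with the mitotic kinase genes *Aurkb* at -3.29 (SE 0.245) and *Cdk1* at -2.99 (SE 0.158). Of 15 endothelial genes, 13 were higher (median 1.34, camera adjusted p = 0.00239, but adjusted p = 0.611 with an estimated correlation), such as *Cdh5* at 2.26 (SE 0.25). Of 43 developmental transcription factors, 28 were higher and 1 lower (median 1.38, camera adjusted p = 1.32e-05, but adjusted p = 0.473 with an estimated correlation), and *Lhx2* was at least 51.6-fold higher, since every eMC array was at the floor. Of 21 epithelial genes, 12 were higher and 3 lower (camera adjusted p = 0.201), including the adhesion gene *Epcam* at 3.18 (SE 0.297) and the protease inhibitor gene *Spint1* at 3.49 (SE 0.211). *Reln*, which encodes a matrix protein that guides migrating neurons, was higher by 7.20 (SE 0.105, limma adjusted p = 2.53e-19). Adjusted over the list alone, these lists gave the same counts. In eMCs expressing *SS18-SSX1*, the largest rise was that of *Thrsp*, a gene of fatty acid synthesis, at 5.53 (SE 0.078, limma adjusted p = 1.99e-16). The 3′ to 5′ ratio differed between tumors and eMCs, and with this ratio as a covariate, chosen after seeing the data, 2187 genes were higher and 1360 lower in tumors, 1903 and 1203 of them also called without it. Compared with the tissue mix, 1794 genes were higher and 2214 lower in tumors, of 15686 genes tested. Endothelial genes went the other way against the mix, with 14 of 15 lower and 1 higher (median -1.84, camera adjusted p = 2.08e-05, but adjusted p = 0.186 with an estimated correlation). Of 19 cartilage genes, 8 were higher and 2 lower than in the mix (camera adjusted p = 0.243). Of 37 cell cycle genes, 24 were lower and 3 higher (camera adjusted p = 0.000566, but adjusted p = 0.653 with an estimated correlation).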

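Genes called in both eMCs expressing *SS18-SSX1* and tumors, each against eMCs with the empty vector, were 172 higher and 117 lower, of 15301 genes tested in both, where 62.2 and 13.1 were expected if the calls were independent. The shared higher genes include *Sox2*, *Apod*, *Igf1* and the endothelial genes *Cdh5* and *Cldn5*, and the shared lower genes include the cartilage genes *Acan*, *Comp*, *Col10a1* and *Col11a2*. Both comparisons use the same 4 empty vector arrays. With these arrays split between the comparisons, the shared genes were 166 higher and 106 lower in one split and 163 higher and 112 lower in the other. All of these counts were chosen after seeing the data. The 4 arrays may be technical replicates of 1 culture, and the split does not remove a deviation that they share. With the tissue mix as the control of the tumors, 59 genes were higher in both and 45 lower in both, of 15118 genes tested, where 49.1 and 19.4 were expected. The 59 genes include *Sox2*, *Apod*, *Igf1*, *Reln*, the IGF carrier gene *Igfbp3*, the chemokine gene *Cxcl12* and the mast cell genes *Cma1*, *Cpa3*, *Tpsab1* and *Tpsb2*. The 45 genes include the liver and gut transcription factor genes *Foxa2* and *Foxa3*, *Epcam*, the cysteine synthesis gene *Cth* and *Nt5e*, which encodes CD73. *Atf2* and *Tle1* were called in tumors but not in eMCs at the fold threshold, *Atf2* only against eMCs. From the genes shared by eMCs and tumors, the paper proposes that genes such as *Sox2* and *ApoD* lie downstream of SS18-SSX1 and SWI/SNF and keep their expression during oncogenesis, and that tumor-specific genes such as *Atf2* and *Tle1* need other factors at a later stage.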

### 2.3. Retroviral Tagging Identifies Candidate Cooperative Genes for SS18-SSX1

In the present mouse synovial sarcoma model, *SS18-SSX1* was introduced using a murine myeloid leukemia virus-based retroviral vector, which enabled aberrations of genes cooperating with *SS18-SSX1* via retroviral integrations [23,24,25]. Southern blotting showed that tumors showed integrations of multiple retroviral copies (Figure S1A). To identify such cooperative genes, 269 retroviral integration sites were isolated and 15 were common in 30 synovial sarcomas (Figure 3A, Table 1 and Table S3). The most frequent integration site was the *Dnm3* locus on chromosome 1 in which three tumors, SS18, SS19, and SS23, showed retroviral insertions (Figure 3B). These integrations were observed in introns of *Dnm3* without upregulating its expression (Figure S1B). 

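*Dnm3*, which encodes dynamin 3, a GTPase of membrane fission, was 5.58 ± 0.245 log2 units (SD, n = 3) in the tumors with an integration at the locus (SS18, SS19 and SS23) and 5.68 ± 0.248 (n = 9) in the arrayed tumors without one. This difference did not exceed the spread between tumors (2-sided exact permutation test, p = 0.55, where the smallest p that these tumors allow is 0.00455). The other probe sets of *Dnm3* lie near the floor, with exact p = 0.277 and 0.173, and 1 of them was at the floor in all 12 tumors. *Dnm3os*, the long non-coding RNA of the opposite strand, was 9.66 ± 0.746 (n = 3) with and 9.84 ± 0.389 (n = 9) without an integration by its brightest probe set (exact p = 0.609). Its second probe set gave 8.83 ± 1.131 (n = 3) and 8.04 ± 0.961 (n = 9), again within the spread (exact p = 0.268). In the 12 tumors together, *Dnm3os* was higher than in the tissue mix by 5.58 (SE 0.222, limma adjusted p = 1.94e-13), and *Dnm3* had a log2 difference of -1.99 (SE 0.135, limma adjusted p = 6.2e-10) from the mix and of 0.577 (SE 0.129, limma adjusted p = 0.000838) from eMCs with the empty vector. The difference from eMCs did not pass with the 3′ to 5′ ratio as a covariate, chosen after seeing the data (0.44, limma adjusted p = 0.0964). The array probes do not measure the mature microRNAs.

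**Figure D2:**
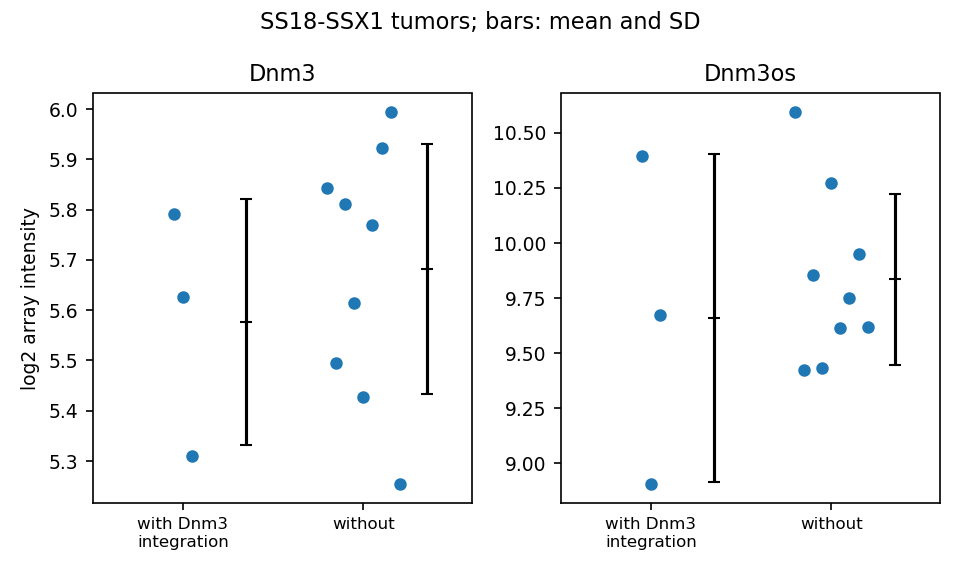
Log2 intensity (y axis) of *Dnm3* and *Dnm3os* in the 3 tumors with and the 9 tumors without a retroviral integration at the locus (x axis), where points are tumors and bars are the mean and SD. The *Dnm3* means are 5.58 and 5.68 and the *Dnm3os* means 9.66 and 9.84.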

There is a *Dnm3os* long non-coding RNA in intron 14 of *Dnm3* with opposite transcriptional direction. In addition, *Dnm3os* contains two microRNAs, *miR-199a2* and *miR-214* (Figure 3B) [26].

Expression of *miR-199a2* and *miR-214* were significantly upregulated in synovial sarcomas (SS18, SS19, and SS23) with retroviral integrations, although the upregulation of *miR-214* in SS23 was moderate (Figure 3C). It is possible that the retroviral integration in the SS23 locus might be present only in a minor subpopulation of the tumor. Moreover, *miR-199a2* upregulation was observed only in one tumor (SS19) with retroviral integrations, suggesting that *miR-199a2* might not be a target of the integration as was also indicated by the co-expression experiment (see below). *miR-214* expression was also upregulated in human synovial sarcoma as reported previously [16], and its expression was the highest in sarcomas of six types (Figure S2A). Increased *Dnm3os* expression was also observed both in human and mouse synovial sarcomas compared with Ewing sarcoma, alveolar soft part sarcoma, or rhabdomyosarcoma (Figure S2B), suggesting the importance of the locus in synovial sarcoma development.

### 2.4. miR-214 Cooperates with SS18-SSX1 in Synovial Sarcoma Development

To examine the cooperativity between *SS18-SSX1* and *miR-199a2* or *miR-214*, *SS18-SSX1*, either microRNA sequences were coexpressed in eMCs and subjected to sarcoma induction experiments (Figure 4A). Coexpression of *miR-214* but not *miR-199a2* significantly accelerated *SS18-SSX1*-induced synovial sarcoma development with 14.4 and 29.2 weeks of mean latency, respectively (Figure 4B). Expression of *Fgfr1* and *Nedd9*, also located near common integration sites, did not accelerate synovial sarcoma development (Figure S3). *miR-214* expression was compared between *SS18-SSX1/miR-214* co-transduced tumors and *SS18-SSX1* only tumors, and a significant inverse correlation was observed between *miR-214* expression and the sarcoma latency (Figure 4C). *miR-214*-positive sarcomas showed similar morphological characteristics to *SS18-SSX1* only sarcomas, namely monophasic or biphasic patterns composed of short spindle tumor cells (Figure 4D), and there was no significant difference in SS18-SSX1 protein expression (Figure 4E). In situ hybridization showed *miR-214* expression in both the nucleus and cytoplasm of *SS18-SSX1-* and *miR-214*-coexpressing tumor cells (Figure 4F), suggesting that *miR-214* mainly functions in tumor cells. Subsequently, we found that expression of *miR-214* was correlated with a worse prognosis in human synovial sarcoma cases (Figure 4G).

### 2.5. Effects of miR-214 Expression on Synovial Sarcoma

Gene expression profiles were compared between synovial sarcomas expressing *SS18-SSX1* (*n* = 12) and *SS18-SSX1* with *miR-214* (*n* = 13). 

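The 12 *SS18-SSX1* tumors (SS) and 13 tumors with *SS18-SSX1* and *miR-214* (SS214) were measured on the same type of array, with intensities made by the authors as for the other arrays and processed with the same floor and filter. The median intensity of an array was 23.8 to 26.9 in SS214 tumors. Of 15668 genes tested, 144 were higher and 166 lower in SS214 than in SS tumors by more than 2-fold, and 3489 were higher and 2751 lower at any fold change. A call by any probe set of a gene gave 261 higher and 246 lower by more than 2-fold. Cell cycle genes were higher in SS214 tumors. Of 37 E2F and cell cycle genes, 25 were higher and none lower (26 higher adjusted over the list alone), with a median of 0.564 (camera adjusted p = 1.37e-07, but adjusted p = 0.635 with an estimated correlation). Among them were the mitotic kinase gene *Aurka* at 1.33 (SE 0.189, limma adjusted p = 9.91e-06), *Ccne2*, which encodes cyclin E2, at 1.35 (SE 0.223) and *Ccnb2*, which encodes cyclin B2, at 1.17 (SE 0.180). Of 26 genes of human synovial sarcoma, 13 were lower and 2 higher, also adjusted over the list alone (median -0.40, camera adjusted p = 0.000315, but adjusted p = 0.635 with an estimated correlation), such as the growth factor gene *Bmp7* at -1.19 (SE 0.090). The largest falls included *Tanc2*, a gene of synaptic scaffolds, at -1.76 (SE 0.233), and *Kif5a*, a kinesin gene of neurons, at -1.46 (SE 0.139). The 3′ to 5′ ratios differed between the groups, with that of *Gapdh* at 0.057 ± 0.137 (SD, n = 13) in SS214 tumors and lower by -0.793 than in SS tumors, and that of *Actb* at 0.418 ± 0.157 (n = 13) against 0.871 ± 0.195 (n = 12), each at a permutation p = 1e-05, the smallest that the permutations can give. The ratio of *Tfrc* was 0.565 ± 0.125 (n = 13) against 0.631 ± 0.106 (n = 12), permutation p = 0.171. With the mean ratio of *Gapdh* and *Actb* as a covariate, chosen after seeing the data, 116 genes were higher and 381 lower, 51 and 131 of them also called without it, and 15 of the 37 cell cycle genes stayed higher. With this covariate 6 of the 26 synovial sarcoma genes stayed lower. Over the 144 higher genes the median log2 difference was 1.22 (median SE 0.292) without and 1.34 (median SE 0.521) with the covariate. The loss of calls among them therefore came with a wider error, and does not show that the ratio explains the difference.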

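SS214 and SS tumors lay apart on the first principal component of the log2 values of 38527 probe sets, which held 33.0% of the variance. Its mean was 32.1 ± 35.7 (SD, n = 13) in SS214 tumors and -34.8 ± 16.8 (n = 12) in SS tumors (2-sided permutation test, p = 1e-05, the smallest that the permutations can give, and adjusted p = 3e-05 over 3 components). All 13 SS214 tumors lay above every SS tumor on this component. The second component held 22.5% of the variance and separated the groups less, with 4 of 13 SS214 tumors above every SS tumor (permutation p = 0.0182, adjusted p = 0.0274). The third held 8.40% (permutation p = 0.507). Hierarchical clustering into 2 clusters set 6 SS214 tumors apart and left 7 SS214 tumors with the 12 SS tumors. Within the SS214 tumors the first component and the mean 3′ to 5′ ratio had a Pearson's r of 0.496 (permutation p = 0.0628, adjusted p = 0.0718) and a Spearman's rho of 0.687 (permutation p = 0.0112, adjusted p = 0.0179), and r was 0.722 without the 2 tumors farthest from the median ratio. Within the SS tumors r was -0.197 (permutation p = 0.534) and rho was -0.105 (permutation p = 0.749), of 8 relations computed in the tumors, and r was -0.602 without 2 tumors.

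**Figure D3:**
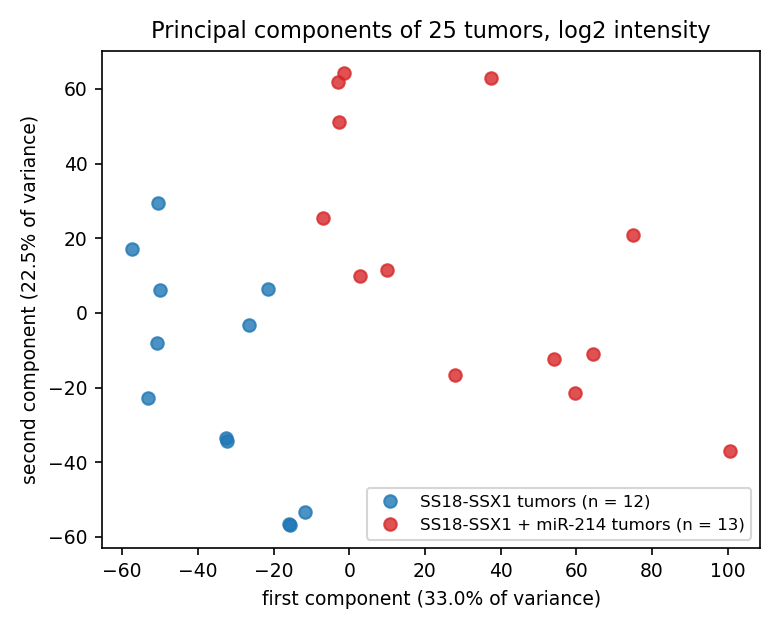
First (x axis, 33.0% of the variance) and second (y axis, 22.5%) principal component of the log2 values of 38527 probe sets in 12 SS and 13 SS214 tumors, where each point is a tumor. All 13 SS214 tumors lie to the right of every SS tumor.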

The principal component analysis and unsupervised clustering showed that both cohorts had distinct expression profiles in both subtypes with a minor exception (Figure 5A,B). 

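In 2 cell lines from mouse synovial sarcomas, labelled SS40 and SS64 on the arrays (the paper's text names the second SS60), arrays of 4 replicates with *miR-214* were compared with 4 replicates of a negative control (NC), with intensities from the authors and the same floor and filter as for the other arrays. The median intensity of an array was 23.6 to 24.2 in SS40 NC, 23.4 to 23.9 in SS40 *miR-214*, 23.4 to 23.6 in SS64 NC and 22.7 to 24.0 in SS64 *miR-214*, and the time after introduction is not stated in the text. With *miR-214*, 4 genes rose and 29 fell by more than 2-fold in SS40, of 15526 tested, and 9 rose and 29 fell in SS64, of 15489 tested. By the same criteria 4 genes fell in both lines, where 0.048 were expected if the calls were independent. They were *Pigq*, a gene of GPI anchor synthesis, at -1.66 (SE 0.120, limma adjusted p = 0.000642) in SS40 and -2.12 (SE 0.102, limma adjusted p = 3.73e-07) in SS64, *Lipa*, which encodes lysosomal acid lipase, at -1.12 and -1.47, *Ogfod3*, an oxygenase-like gene, at -1.26 and -1.45, and *Coprs*, which encodes a partner of an arginine methyltransferase, at -1.09 and -1.51. By the brightest probe set no gene rose by more than 2-fold in both lines by limma. A call by any probe set of a gene gave 2 genes higher and 8 lower in both. At an unadjusted p under 0.05 there were 1733 genes in SS40 and 3874 in SS64 by the brightest probe set. With no fold threshold, 61 genes fell and 23 rose in both, where 9.33 and 1.83 were expected. The 61 include the monocyte chemokine genes *Ccl2* and *Ccl7*, the macrophage growth factor gene *Csf1* and the smooth muscle genes *Acta2* and *Myl9*, and the 23 include *Klf2* and *Klf4*, which encode transcription factors. In SS40 the largest falls were *Prl2c2*, a prolactin family gene, at -2.17 (SE 0.173) and *C1qtnf3*, an adipokine gene, at -1.87 (SE 0.226), and the largest rise was *Smoc2*, a matrix protein gene, at 1.30 (SE 0.091). In SS64 the largest rise was *Mapre2*, a microtubule end-binding protein gene, at 2.01 (SE 0.112), and *Sdf2l1*, a gene of the endoplasmic reticulum, was at -1.38 (SE 0.066). Without SS40 NC replicate 3 or replicate 4, 2 genes rose in SS40, and *Klf4* no longer passed there (adjusted p = 0.0674 and 0.0509). *C1qtnf3* did not pass in a fit that shared 1 spread among all arrays (adjusted p = 0.108).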

We selected 168 genes that were downregulated following introduction of *miR-214* in two different synovial sarcoma cell lines, SS40 and SS60, and 53 genes that were potential *miR-214* targets were further selected by a database search (miRbase; http://www.mirbase.org and TargetScan; http://www.targetscan.org/vert_72/). Among these 53 genes, expression of 11 genes (*Timp2*, *Ezh1*, *Foxo4*, *Nomo1*, *Pten*, *Tpp1*, *Plagl2*, *Chfr*, *Fbxo3*, *Lats2*, and *Cbl*) that are predicted targets of *miR-214* were further analyzed because of their known involvement in cancer (Figure 5C and Figure S4A). 

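Of the 10 candidate genes analysed, 7 fell with *miR-214* in SS64, by log2 changes of -0.188 to -0.776, and none passed the test over all genes in SS40, where the median log2 change was -0.431. In SS64 they were *Tpp1*, a lysosomal peptidase gene, at -0.776 (SE 0.039, limma adjusted p = 4.35e-07), *Nomo1*, a gene of the endoplasmic reticulum membrane, at -0.764 (SE 0.068, limma adjusted p = 3.46e-05), *Foxo4*, a transcription factor gene, at -0.68 (SE 0.092), the ubiquitin ligase gene *Chfr* at -0.606 (SE 0.056), *Plagl2* at -0.506 (SE 0.140, limma adjusted p = 0.0429), *Ezh1*, a histone methyltransferase gene of Polycomb, at -0.46 (SE 0.084, limma adjusted p = 0.0043) and *Fbxo3* at -0.188 (SE 0.045, limma adjusted p = 0.0205). In SS40, *Plagl2* was at -0.561 (SE 0.107, limma adjusted p = 0.053), *Nomo1* at -0.546 (SE 0.116, limma adjusted p = 0.0806), *Chfr* at -0.485 (SE 0.099, limma adjusted p = 0.0676), *Foxo4* at -0.449 (SE 0.101, limma adjusted p = 0.101), *Tpp1* at -0.413 (SE 0.091, limma adjusted p = 0.0956) and *Ezh1* at -0.365 (SE 0.102, limma adjusted p = 0.213). All 4 SS40 replicates with *miR-214* lay below every control replicate for each of these 6 genes. Adjusted over the list alone, 6 of the 10 fell in SS40 and 7 in SS64, but the study chose the list on these arrays, so this is not independent evidence of its direction. As a list they fell in SS40 (camera adjusted p = 6.52e-07, and adjusted p = 0.0386 with an estimated correlation) and in SS64 (camera adjusted p = 4.92e-06, but adjusted p = 0.237 with an estimated correlation). *Timp2*, which encodes an inhibitor of metalloproteinases, was at 0.013 (limma adjusted p = 0.975) in SS40 and -0.058 (limma adjusted p = 0.445) in SS64 by its brightest probe set. Its other 4 probe sets were at -0.51 to -0.789 in SS40, where 1 passed (-0.789, SE 0.068, limma adjusted p = 0.00132), and at -0.892 to -1.03 in SS64, where all 4 passed. *Lats2* was at -0.506 in SS40 and -0.087 in SS64 and *Cbl* at -0.14 and -0.034, all short of the test. The effect did not differ between the lines for any of the 10 genes by the test of the difference, with *Tpp1* the nearest at -0.364 (SE 0.095, adjusted p = 0.128). Without SS40 *miR-214* replicate 4, *Nomo1*, *Tpp1*, *Plagl2* and *Chfr* passed in SS40, at adjusted p of 0.00194, 0.00377, 0.0213 and 0.0171. In SS64, *Plagl2* no longer passed in 6 of the 8 fits that leave out 1 replicate (adjusted p = 0.0541 to 0.112, without *miR-214* replicate 3 or 4 or any one NC replicate) and *Fbxo3* in 2 of them (adjusted p = 0.0534 and 0.0629, without NC replicate 2 or 3). In a fit that shared 1 spread among all arrays, *Ezh1* (adjusted p = 0.0687), *Foxo4* (adjusted p = 0.119), *Plagl2* (adjusted p = 0.108) and *Fbxo3* (adjusted p = 0.988) no longer passed in SS64, while *Nomo1*, *Tpp1* and *Chfr* passed in both lines. The paper states that it selected these genes because they are predicted targets of *miR-214* with known roles in cancer.

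**Figure D4:**
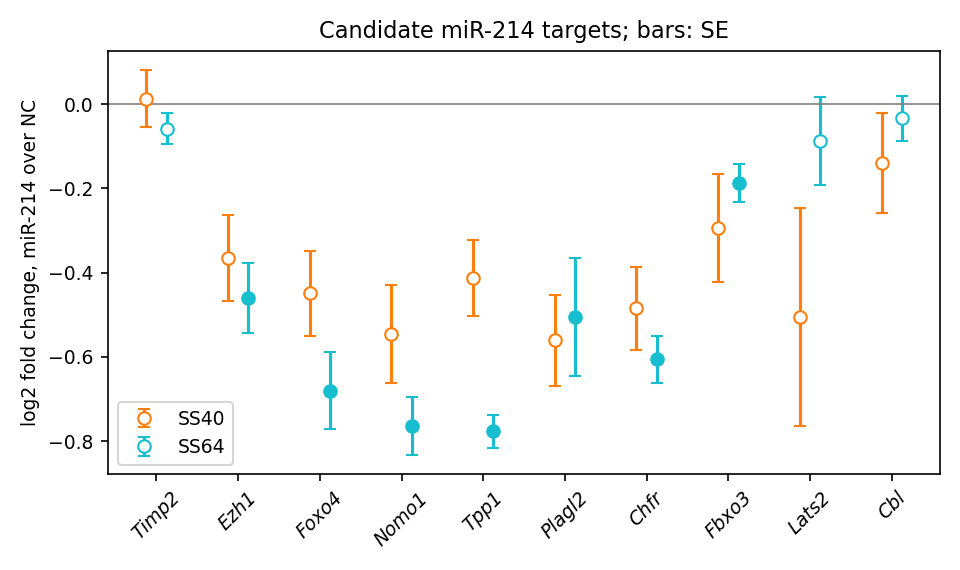
Log2 fold change with its SE (one axis) of the candidate genes analysed (other axis) with *miR-214* against the control in SS40 and SS64, where filled symbols mark a limma adjusted p under 0.05. In SS64, 7 genes are filled, from -0.188 to -0.776, and in SS40 none is.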

RT-qPCR showed downregulation of *Timp2*, *Ezh1,* and *Pten* and immunoblotting showed that the effect of *miR-214* on these genes was rather limited (Figure 5C,D). Nevertheless, exogenous introduction of *miR-214* or *Dnm3os* into synovial sarcomas and silencing of *miR-214* by *anti-miR-214* did not induce growth promotion, migration, or invasion (Figure S4B–D), suggesting that *miR-214* might not function in a cell intrinsic manner.

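Granulocyte, macrophage, platelet and erythroid genes were higher in SS214 than in SS tumors. Of 16 granulocyte genes, 14 were higher and none lower (15 higher adjusted over the list alone), with a median of 1.51 (camera adjusted p = 0.000315, but adjusted p = 0.645 with an estimated correlation). Among them, *S100a8* and *S100a9*, which encode the subunits of calprotectin, were higher by 3.37 (SE 0.865, limma adjusted p = 0.00316) and 3.12 (SE 0.787, limma adjusted p = 0.00279), and *Lcn2*, which encodes an iron-binding defense protein, by 2.72 (SE 0.489). Of 24 macrophage genes, 12 were higher and 1 lower, also adjusted over the list alone, with a median of 0.681 (camera adjusted p = 0.0155, but adjusted p = 0.816 with an estimated correlation), such as the Fc receptor gene *Fcgr3* at 1.37 (SE 0.306), the lysozyme gene *Lyz2* at 1.31 (SE 0.391) and the complement gene *C1qb* at 1.12 (SE 0.352). Of 9 platelet genes, 6 were higher (median 0.326, camera adjusted p = 0.0155, but adjusted p = 0.635 with an estimated correlation), and all 5 erythroid genes were higher (median 0.506, camera adjusted p = 0.0415, but adjusted p = 0.635 with an estimated correlation). Of 21 interferon-stimulated genes, 1 was higher and 3 lower, and the list did not pass (1 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.303). The groups overlapped, so that no granulocyte gene named here set every SS214 tumor above every SS tumor. The 3′ to 5′ ratio moved with the same groups, and with it as a covariate, chosen after seeing the data, 1 of the 16 granulocyte genes, 2 of the macrophage genes, 2 of the platelet genes and none of the erythroid genes passed, *S100a8* and *S100a9* being then higher by 4.36 (adjusted p = 0.0732) and 3.90 (adjusted p = 0.0778). *Lcn2* at 2.71 (adjusted p = 0.0529), *Lyz2* at 1.96 (adjusted p = 0.0714) and *C1qb* at 1.31 (adjusted p = 0.187) then did not pass either. Their differences stayed near or above those without the ratio, so these lost calls do not show that it explains them. The erythroid gene *Hba-a1* was at 1.17 (adjusted p = 0.0561) with it. With the mean of the lung genes as a covariate, also chosen after seeing the data, 12 granulocyte genes, 3 macrophage genes, 4 platelet genes and 1 erythroid gene were higher. *Lyz2* at 1.14 (adjusted p = 0.0616) and *C1qb* at 0.919 (adjusted p = 0.0903) did not pass with this covariate. By staining, the paper found no difference between the groups in macrophages (CD163) or granulocytes (esterase). Whether the higher RNA comes from more of these cells was not tested.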

Ingenuity pathway analysis (IPA) of differentially expressed genes between synovial sarcomas with and without *miR-214* expression showed an enrichment for inflammatory response genes (Figure 5E and Table S4). In addition, a series of cytokine and chemokine genes were upregulated in synovial sarcomas expressing *miR-214* (Figure 5F and Table 2). 

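Of 34 measured chemokine genes, 14 were higher and 1 lower in SS214 than in SS tumors (15 higher and 1 lower adjusted over the list alone), with a median of 0.442 (camera adjusted p = 0.0158, but adjusted p = 0.748 with an estimated correlation). *Ccl6* and *Ccl9*, chemokine genes of myeloid cells, were higher by 2.17 (SE 0.466, limma adjusted p = 0.000678) and 2.13 (SE 0.441, limma adjusted p = 0.000483). *Ppbp* and *Pf4*, chemokine genes of platelets, were higher by 1.76 (SE 0.440, limma adjusted p = 0.00257) and 1.23 (SE 0.320, limma adjusted p = 0.00359). *Ccl2* and *Ccl7*, which attract monocytes, were higher by 1.26 (SE 0.214, limma adjusted p = 6.86e-05) and 0.841 (SE 0.240, limma adjusted p = 0.00696), and *Ccl11*, which attracts eosinophils, by 1.18 (SE 0.305, limma adjusted p = 0.00344). *Cxcl9*, an interferon-induced chemokine gene, differed by 1.09 (SE 0.872, limma adjusted p = 0.336). Of 19 other cytokine genes, 6 were higher and 1 lower, and the list did not pass (camera adjusted p = 0.337). Of 23 measured genes of Figure 5F, 17 were higher and none lower (18 adjusted over the list alone, camera adjusted p = 4.01e-05, but adjusted p = 0.635 with an estimated correlation), and the study chose them on these tumors, so this is not independent evidence of their direction. Markers of granulocytes and macrophages and the 3′ to 5′ ratio differed between the same tumors. With the 3′ to 5′ ratio as a covariate, chosen after seeing the data, 7 of the 34 chemokine genes were higher and *Ppbp* at 2.22 (adjusted p = 0.0728) and *Ccl11* at 1.08 (adjusted p = 0.214) no longer passed, while *Ccl6*, *Ccl9*, *Ccl2*, *Pf4* and *Ccl7* did. With the lung genes as a covariate, also chosen after seeing the data, 7 were higher. *Ccl11* at 0.844 (adjusted p = 0.0608) and *Ccl7* at 0.559 (adjusted p = 0.11) no longer passed with it. With *miR-214* in the cell lines, *Ccl2* and *Ccl7* instead fell in both SS40 and SS64, with no fold threshold. Of 33 chemokine genes, 6 were lower and none higher in SS40 (camera adjusted p = 0.00217, but adjusted p = 0.0609 with an estimated correlation). In SS64, 3 were lower and 1 higher (camera adjusted p = 0.949).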

Cytokine/chemokine expression was compared between human synovial sarcoma and other sarcomas such as osteosarcoma, Ewing sarcoma, alveolar soft part sarcoma, and rhabdomyosarcoma using publicly available databases (Table 3). The mouse *Cxcl15/Il8*, a counterpart of human *CXCL8/IL8,* was upregulated in both human synovial sarcoma and mouse synovial sarcoma with *miR-214* expression. 

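*Cxcl15*, a chemokine gene that attracts neutrophils, was 6.05 ± 2.27 log2 units (SD, n = 13) in SS214 tumors and 4.13 ± 0.34 (n = 12) in SS tumors, a log2 difference of 1.92 (SE 0.622, limma adjusted p = 0.0159), or 3.79-fold. Its intensity was 1035, 975, 409, 198 and 108 in the 5 SS214 tumors that lay above every SS tumor, and 15.0 to 31.5 in the other SS214 tumors, against 14.6 to 33.5 in SS tumors. Genes of lung epithelium were high in the same tumors. *Sftpc*, which encodes surfactant protein C of alveolar cells, was higher in SS214 than in SS tumors by 3.32 (SE 0.843, limma adjusted p = 0.00292), and *Sftpa1*, which encodes surfactant protein A, by 1.57 (SE 0.603, limma adjusted p = 0.0399). Of 4 measured lung genes, 2 were higher (4 adjusted over the list alone), and the list did not pass (median 1.21, camera adjusted p = 0.196). Within the SS214 tumors, *Cxcl15* and the mean of the lung genes had a Pearson's r of 0.981 (permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 2e-05) and a Spearman's rho of 0.962 (permutation p = 1e-05, adjusted p = 4e-05), and r was 0.974 without the 2 tumors farthest from the median. Within the SS tumors, r was 0.794 (permutation p = 0.0223) and rho 0.189 (permutation p = 0.555), and r was -0.373 without 2 tumors, so the relation there rests on those tumors. In the normal tissue mix, which holds lung, *Cxcl15* had an intensity of 2264. With the mean of the lung genes as a covariate, chosen after seeing the data, the difference in *Cxcl15* was -0.028 (SE 0.166, limma adjusted p = 0.913). Without the 6 SS214 tumors high in lung genes, also chosen after seeing the data, it was 0.257 (limma adjusted p = 0.205). These 6 include all 5 tumors with *Cxcl15* above every SS tumor. A smaller difference follows from leaving them out, so this value cannot test the relation. With the 3′ to 5′ ratio as a covariate the difference in *Cxcl15* was 1.27 (limma adjusted p = 0.507), and *Sftpc* was at 2.56 (adjusted p = 0.291). The difference in *Sftpa1* was 1.26 (adjusted p = 0.0739) with the floor at the 40th percentile. With *miR-214* in the cell lines, *Cxcl15* had log2 changes of -0.015 (SE 0.123, limma adjusted p = 0.985) in SS40 and 0.007 (SE 0.087, limma adjusted p = 0.982) in SS64. The paper states that the mouse *Cxcl15* is a counterpart of human *CXCL8* and that both were upregulated.

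**Figure D5:**
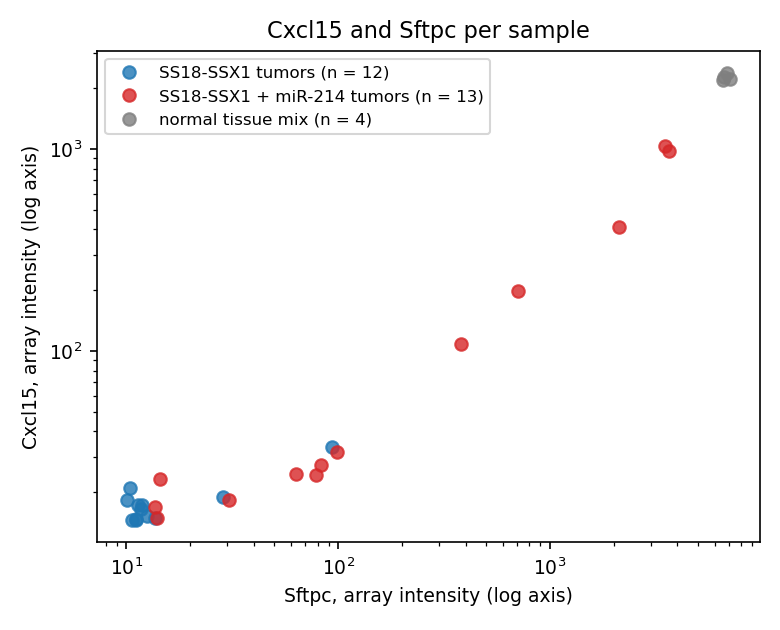
Intensity of *Cxcl15* and *Sftpc* (log axes) in 12 SS tumors, 13 SS214 tumors and 4 replicates of the normal tissue mix, where each point is an array. The SS214 tumors with *Cxcl15* above every SS tumor, at 108 to 1035, also have high *Sftpc*.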

Microarray analyses of mRNA and microRNA expression in mouse synovial sarcoma showed a strong positive correlation (r = 0.77, *p* < 0.01) between *Cxcl15* and *miR-214* expression (Figure 5G). Cxcl15 transcript and protein levels in *miR-214*-positive synovial sarcomas was confirmed by RT-qPCR and ELISA, respectively (Figure 5H,I). Cxcl15/IL-8 induces migration of macrophages and granulocytes. However, the number of CD163-positive macrophages and naphthol AS-D chloroacetate esterase-positive granulocytes were not different between synovial sarcoma with and without *miR-214* expression (Figure S4E).

## 3. Discussion

Our mouse model of synovial sarcoma showed faithful reproduction of the phenotype of its human counterpart using eMCs as the cell-of-origin. Biphasic morphology consisting of both mesenchymal and epithelial components, a hallmark of synovial sarcoma pathology, was observed in 25% of all tumors. The incidence of the biphasic subtype was low but cytokeratin-positive tumor cells were frequently observed in the monophasic mesenchymal subtype, indicating that there is transition between the two components. Previous studies showed that myoblast-specific expression of *SS18-SSX2* induced synovial sarcoma phenotypes in mouse [12], suggesting that myogenic progenitors might be one of the cell-of-origin of synovial sarcoma. Although our current model did not contribute to the topological information for the cell-of-origin, our results using embryonic mesenchymal cells suggest an association between some developmental abnormalities and synovial sarcomagenesis.

The micro RNAs *miR-214* and *miR-199a-2* are embedded as parts of lncRNA *Dnm3os* within the *Dnm3* locus [24]. The locus is well conserved during evolution and common target genes of *miR-214* have been reported among human, mouse, and zebrafish [27]. Mesenchyme-specific expression of *Dnm3os* has been reported and *Dnm3os* knockout mice show severe abnormalities in musculoskeletal development [26,27,28,29]. The importance of *miR-214* in mesenchymal tissue and the high level of expression of *Dnm3os* suggests the presence of *miR-214*-expressing clusters in embryonic mesenchymal cells. Although upregulation of *miR-214* in our mouse model was achieved by insertions of retroviral sequences that act as an enhancer [23], the mechanism of *miR-214* and *DNM30S* upregulation in human synovial sarcoma remains unclear. In addition, *miR-214* and *miR-199a* upregulation was observed in several mouse synovial sarcomas without retroviral integrations. Expression of *Dnm3os* suggests epigenetic regulation of the locus in the developing mesenchymal tissues, and further studies are needed to clarify the mechanism [26]. A previous study has reported that the *Dnm3os* locus is regulated by TWIST1, which promotes cancer stemness, inflammation, and proliferation of human ovarian cancer cells [30]. In this case, upregulation of *miR-199a* induces pro-inflammatory environment via NF-κB activation, suggesting that different mechanisms exist between ovarian cancer and synovial sarcoma. Although the exact cell-of-origin of synovial sarcoma remains to be clarified, the results indicate important functions of *miR-214* in the growth and differentiation of mesenchymal cells. The cooperative effect of *miR-214* for *SS18-SSX1* in the mouse model and the association between a high expression of *miR-214* with a worse prognosis in human synovial sarcoma cases strongly suggest a role of *miR-214* in the aggressive phenotype (Figure 6).

Hirata et al. have recently identified gene fusions between *CTDSP1/2* and *DNM3OS* in a subset of dedifferentiated liposarcomas [31]. The fusions induce upregulation of both *DNM3OS* and *miR-214*, as seen in the murine synovial sarcoma with retroviral integration at the *Dnm3os* locus. Increased expression of *DNM3OS* and *miR-214* was associated with worse prognosis in dedifferentiated liposarcoma, indicating common functions for *miR-214* in immature and aggressive phenotypes of soft part sarcomas.

Despite upregulation of *miR-214* in both mouse and human synovial sarcoma [16], exogenous introduction of *miR-214* into synovial sarcoma cells did not promote growth, cell migration, or invasion. Tumor suppressor *Pten* has been reported to be a target of *miR-214* in human cancer [32], and its expression was indeed reduced by *miR-214*. In our study, downregulation of *Pten* did not show a remarkable growth promoting effect (Figure S5A,B), although a previous study showed that *Pten* knockout in the *SS18-SSX1-* and *SS18-SSX2*-induced synovial sarcoma mouse models promoted invasion and metastasis [33].

*miR-214* overexpression in synovial sarcoma cells did not promote cell growth, migration, nor invasion abilities in vitro, suggesting that it might promote tumor development in a cell non-autonomous manner [34,35]. Gene expression profiling revealed upregulation of inflammatory cytokine genes in synovial sarcoma with *miR-214* overexpression. Among upregulated cytokine genes *Cxcl15* which encodes for IL-8, the mouse homolog of human CXCL8/IL-8, was upregulated both in mouse and human *miR-214*-overexpressing synovial sarcoma. IL-8 induces migration and activation of granulocytes and macrophages [36,37]. Although *miR-214*-positive sarcoma failed to show a significant increase in granulocyte or macrophage infiltration in the tumor tissue, increased cytokines might activate intracellular signaling of inflammatory cells to secrete tumor growth promoting factors. Given the high invasive potency of synovial sarcoma cells towards the surrounding tissue, it is possible that IL-8 contributes to the invasive activity of the tumor cells by interacting with the tumor microenvironment. Indeed, increased secretion of IL-8 secretions has been reported in various human malignancies, and IL-8 is involved in more aggressive phenotypes [38,39,40,41]. Functional modulation of tumor-associated neutrophils by IL-8 has also been described as a poor prognostic factor for malignancies [39,42]. As the tumor promoting effect of *Dnm3os* via cancer-associated fibroblasts was also demonstrated in esophageal cancer [43], dynamic modulation of the tumor microenvironment might also be achieved by the *Dnm3os/miR-214* axis. In our synovial sarcoma model, nude mice lacking a T-cell population were used given that primary tumors have a slow growth in immunocompetent mice. Nevertheless, significant acceleration of sarcoma development was achieved by *miR-214* expression, indicating that T-cell function is dispensable for *miR-214*-induced modulation of the tumor microenvironment.

The mechanisms by which *miR-214* upregulates the expression of cytokine genes remain to be clarified. Modulations of the adenosine A2A receptor and the TGF-β signaling by *miR-214* have been proposed to have potential roles in cytokine secretion and in the inflammatory response [44,45]. A previous study showed that long non-coding RNA *NEAT1* transactivates IL-8 by relocating SFPQ to the nuclear paraspeckle [46]. Similarly, *miR-214* might be involved in transactivation of cytokine genes. In conclusion, our study indicates the importance of cooperation between *SS18-SSX1* and *miR-214* expression in the development and malignant phenotypes of synovial sarcoma. Further studies are needed to clarify the mechanistic role of *miR-214* upregulation in synovial sarcoma progression.

## 4. Materials and Methods

### 4.1. Plasmid Construction

N-terminal FLAG-tagged *SS18-SSX1* was introduced into the pMYs-IRES-GFP vector. Full-length *SS18-SSX1* was cloned from a human synovial sarcoma case. To generate pMYs-SS18-SSX1-IRES-miR-214 and pMYs-SS18-SSX1-IRES-miR-199a2, a mouse 200 bp genomic DNA sequence containing *miR-214* or *miR-199a2* was introduced by replacing it with the GFP sequence, respectively.

### 4.2. Generation and Characterization of the Mouse Synovial Sarcoma Model

Mouse embryonic mesenchymal cells (eMCs) were prepared as previously described [14]. Briefly, 18.5 dpc embryos were obtained from pregnant BALB/c mice and mesenchymal cells were dissociated from limb soft parts. eMCs were transduced with a pMYs-SS18-SSX1 and 1 × 10^6^ cells were subcutaneously transplanted into nude mice within 48 h after preparation of eMCs. All animal experiments were approved by the animal care committee at the Japanese Foundation for Cancer Research under licenses 10-05-9 and 0604-3-13.

### 4.3. Human Sarcoma Specimens

Synovial sarcoma, rhabdomyosarcoma, myxoid liposarcoma, dermatofibrosarcoma protuberans Ewing sarcoma, and solitary fibrosarcoma surgical specimens were obtained from the adult patients at the Cancer Institute Hospital, Tokyo, Japan after they had provided written informed consent. The study was conducted in accordance with ethical guidelines and approved by Institutional Review Board at the Japanese Foundation for Cancer Research under license 2013-1155.

### 4.4. Histology and Immunohistochemistry

Formaldehyde-fixed, paraffin-embedded tumor tissues were stained with hematoxylin and eosin (H&E) using standard techniques. Immunohistochemistry was performed using primary antibodies in conjunction with the Histofine Simple Stain kit (Nichirei, Tokyo, Japan). The following primary antibodies were used: Anti-FLAG M2 (Sigma, Burlington, MA, USA), anti-AE1/AE3 (DAKO, Santa Clara, CA, USA), anti-BCL2 (Santa Cruz Biotechnology, Dallas, TX, USA), anti-TLE1 (Santa Cruz Biotechnology), and anti-CD163 (Bioss Antibodies, Woburn, MA, USA).

### 4.5. Immunoblotting

Immunoblotting was performed using whole-cell lysates as previously described [47]. The following primary antibodies were used: Anti-FLAG (M2, Sigma), anti-α-tubulin (Sigma), anti-Pten (Cell Signaling Technology, Danvers, MA, USA), anti-Timp2 (Cell Signaling Technology), anti-Ezh1 (Santa Cruz), and anti-Gapdh (Hytest, Turku, Finland).

### 4.6. Microarray Analysis

GeneChip analysis was performed as previously described [14]. Comparison between 12 synovial sarcoma samples, four replicates of eSZ cells, and four replicates of normal human tissue mix consisting of skin, bone marrow, ovary, intestine, kidney, muscle, heart, liver, lung, and brain was achieved. Expression data were analyzed using GeneSpring ver. 14.9 (Agilent Technologies, Santa Clara, CA, USA). For pathway enrichment analysis, the GSEA-P 2.0 software was used [48]. Gene ontology analysis was performed using the Ingenuity Pathway Analysis (IPA) ver. 01-16. The microarray data sets are accessible through the NCBI Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo), with accession number GSE141251. Gene expression data of human sarcoma samples were obtained from the GEO database (GSE20196, GES87437, GSE12102, GSE32569, and GSE66533) [49,50,51,52,53].

### 4.7. Real-Time Quantitative Polymerase Chain Reaction (RT-qPCR)

Total RNA extraction, reverse transcription, and RNA quantification were performed according to previously described methods [12]. MicroRNA isolation was performed using the mirVana miRNA isolation kit (Thermo Fisher Scientific, Waltham, MA, USA). Quantification of microRNA was performed using the TaqMan MicroRNA assay kit (Thermo Fisher Scientific). Probes and primers for *pri-miR-214*, *miR-214_3p*, *miR-214_5p*, *pri-miR-199a-2*, *miR-199a-2_3p*, *miR-199a-2_5p*, *sno202*, and *u6* were purchased from Thermo Fisher Scientific. The sequences of the oligonucleotide primers used are shown in Table S5.

### 4.8. Cloning of Retroviral Integration Sites

Retroviral integration sites were identified by the inverse-PCR method previously described [22,23]. Genomic DNA sequences flanking the retrovirus were cloned into the pGEM T-easy plasmid (Promega, Madison, WI, USA), sequenced, and mapped on mouse chromosome.

### 4.9. In Situ Hybridization

Expression of *miR-214* was detected in formaldehyde-fixed, paraffin-embedded sections of mouse synovial sarcoma using a Hsa-miR-214 probe (BioGenex, Fremont, CA, USA) and the Super Sensitive One-Step Polymer-HRP ISH Detection System (BioGenex) according to the manufacturer’s instructions. miR-U6 and miR-Scramble probes (BioGenex) were used as a positive and a negative control, respectively.

### 4.10. ELISA

Mouse synovial sarcoma tissue samples were analyzed using the Mouse Interleukin 8 (IL-8) ELISA kit (MyBioSource, San Diego, CA, USA) according to manufacturer’s instructions.

### 4.11. Statistical Analysis

All data are expressed as the mean ± SEM. Continuous distributions were compared with a two-tailed Student *t*-test. Survival analysis was performed using the Kaplan–Meier life table method, and survival between groups was compared with the log–rank test. The estimated hazard ratio (HR) and its two-sided 95% confidence interval (CI) were indicated. For significant test results in the miR-214 expression and overall survival analysis, the receiver operating characteristics (ROC) curve was generated to further assess the potential for utility as patient selection markers. Correlation between two groups was tested using Pearson’s correlation analysis.

## 5. Conclusions

Our ex vivo mouse model demonstrates both morphological and transcriptional characteristics of human synovial sarcoma. Upregulation of *miR-214* accelerates development of mouse synovial sarcoma via modulation of cytokine gene expression and tumor microenvironment, cooperating with *SS18-SSX1*. Given its association with a worse prognosis in human synovial sarcoma cases, *miR-214* can be used as a prognostic biomarker.

## Figures and Tables

**Figure 1:**
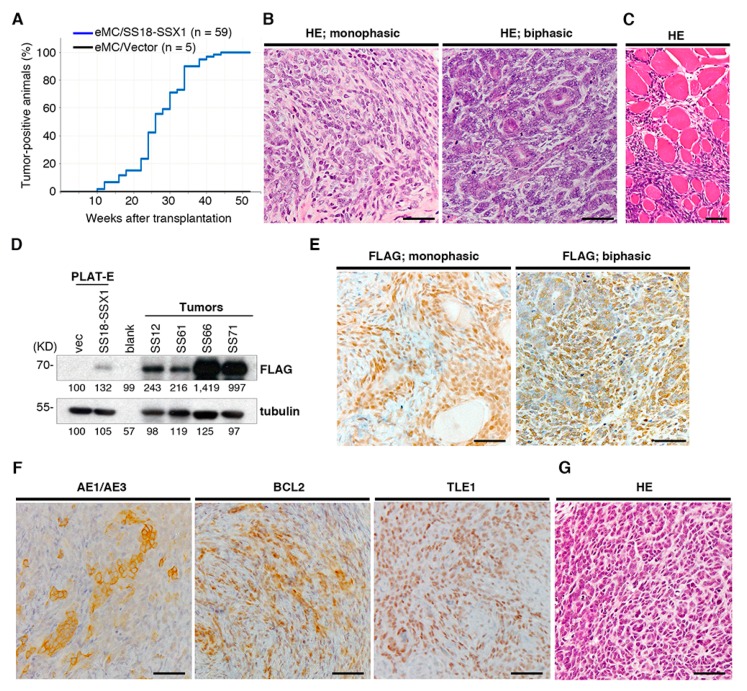
Generation of the mouse synovial sarcoma ex vivo model. (**A**) Cumulative incidences of synovial sarcoma. (**B**) Histology of mouse synovial sarcoma showing monophasic (**left**) and biphasic (**right**) patterns. (**C**) Infiltration of sarcoma cells into surrounding muscle tissue. (**D**) Immunoblotting of FLAG-SS18-SSX1 in tumor tissue. PLAT-E cells transduced with *SS18-SSX1* or empty vector are used as positive and negative controls, respectively. (**E**) Accumulations of SS18-SSX1 in the nucleus of tumor cells are evident in both monophasic and biphasic tumors by immunostaining with anti-FLAG. (**F**) Immunostaining with anti-AE1/AE3, anti-BCL2, and anti-TLE1. (**G**) Histology of the secondary transplanted tumor. Scale bars indicate 50 μm.

**Figure 2:**
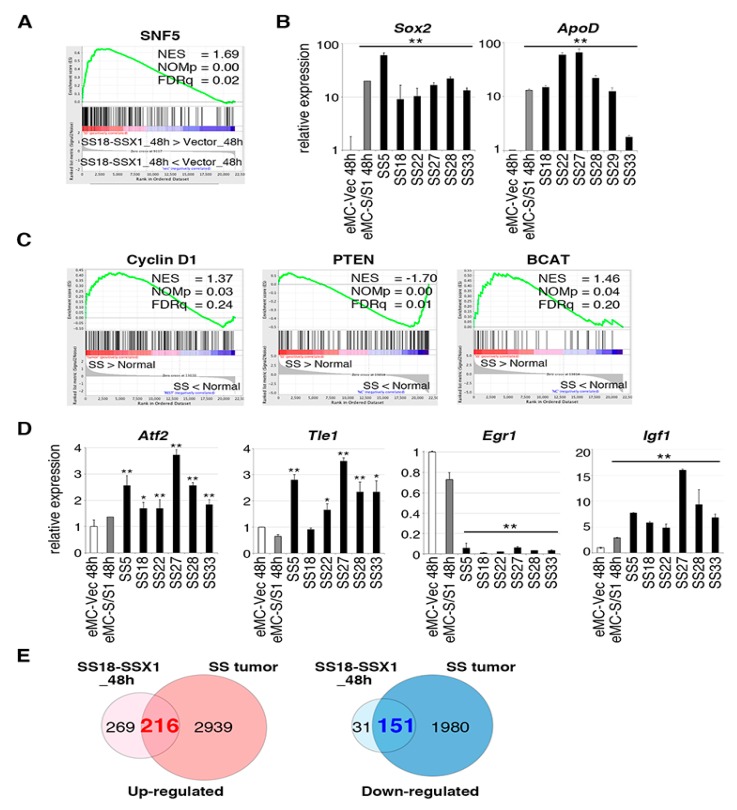
Gene expression profiling of mouse synovial sarcoma and embryonic mesenchymal cells (eMCs) expressing *SS18-SSX1*. (**A**) Gene set enrichment analysis (GSEA) of eMCs expressing *SS18-SSX1* versus eMCs with an empty vector shows enrichment of the SNF5 pathway. (**B**) Real-time quantitative RT-PCR for *Sox2* and *ApoD* in eMCs with or without *SS18-SSX1*, and synovial sarcoma tissues. Expression values were normalized to *Gapdh* expression. ** *p* < 0.01. (**C**) GSEA of mouse synovial sarcomas versus mouse normal tissue mix shows enrichment of the Cyclin D1, Phosphatase and Tensin Homolog (PTEN), and β-catenin pathways. (**D**) RT-qPCR for *Atf2*, *Tle1*, *Egr1*, and *Igf1* in eMCs with or without *SS18-SSX1*, and synovial sarcoma tissues. Expression values were normalized to *Gapdh* expression. * *p* < 0.05 and ** *p* < 0.01. (**E**) Venn diagrams for upregulated and downregulated genes in eMCs expressing SS18-SSX1 (versus eMCs with empty vector) and mouse synovial sarcomas (versus mouse normal tissue mix). Fold changes > 2.0, *p* < 0.05.

**Figure 3:**
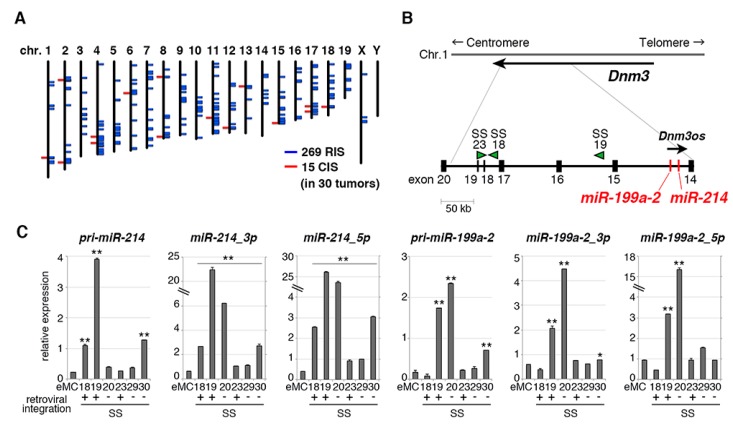
Identification of retroviral integration sites in mouse synovial sarcomas. (**A**) Distribution of 269 retroviral integration sites in 30 tumors on mouse chromosomes. Common integration sites are indicated with red lines, and single integration sites with blue lines. (**B**) Schematic of retroviral integrations at the *Dnm3* locus. Each integration is marked with arrowheads with the directions also indicated. Genetic positions of *Dnm3os*, *miR-214*, and *miR-199a-2* are indicated. (**C**) RT-qPCR for *pri-miR-214*, *miR-214_3p*, *miR-214_5p*, *pri-miR-199a-2*, *miR-199a-2_3p*, and *miR-199a-2_5p* in synovial sarcomas with or without retroviral integrations. Expression values were normalized to *snoRNA202* expression. * *p* < 0.05 and ** *p* < 0.01.

**Figure 4:**
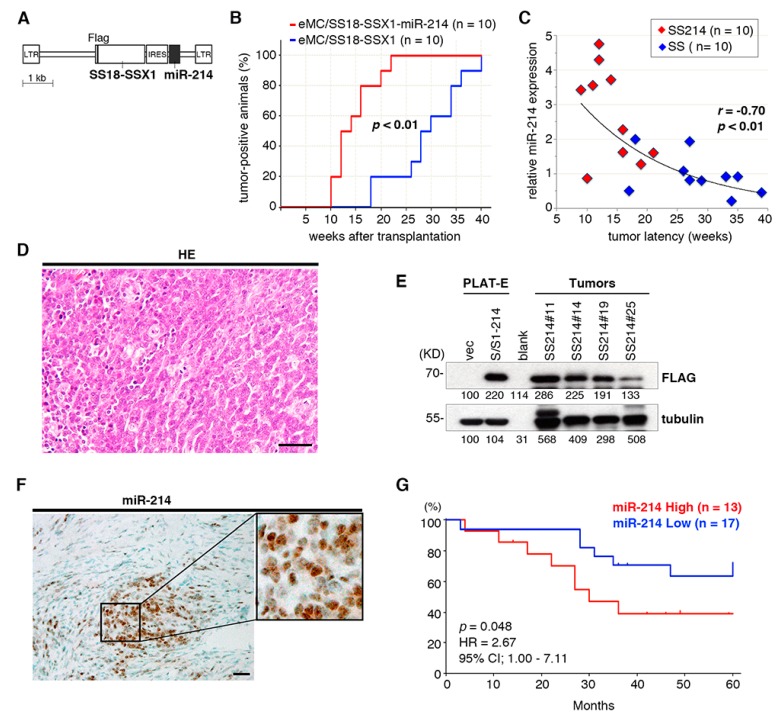
*miR-214* cooperates with *SS18-SSX1* in synovial sarcoma development. (**A**) Schematic of pMYs-SS18-SSX1-IRES-miR-214/miR-199a-2. (**B**) Cumulative incidences of synovial sarcoma with or without *miR-214*. Significance was examined by log-rank test. (**C**) Pearson’s correlation analysis shows inverse correlation between *miR-214* expression and disease latencies. (**D**) Histology of synovial sarcoma expressing both *SS18-SSX1* and *miR-214*. Scale bar indicates 50 μm. (**E**) Immunoblotting of FLAG-SS18-SSX1 in tumor tissue shows no significant difference in expression between sarcomas with and without *miR-214*. (**F**) In situ hybridization of *miR-214* shows sarcoma cell-specific expression of *miR-214.* Inset clarifies nuclear and cytoplasmic accumulation of *miR-214.* Scale bar indicates 50 μm. (**G**) Kaplan–Meier survival curves show that increased expression of *miR-214* is associated with poor prognosis in human synovial sarcoma cases.

**Figure 5:**
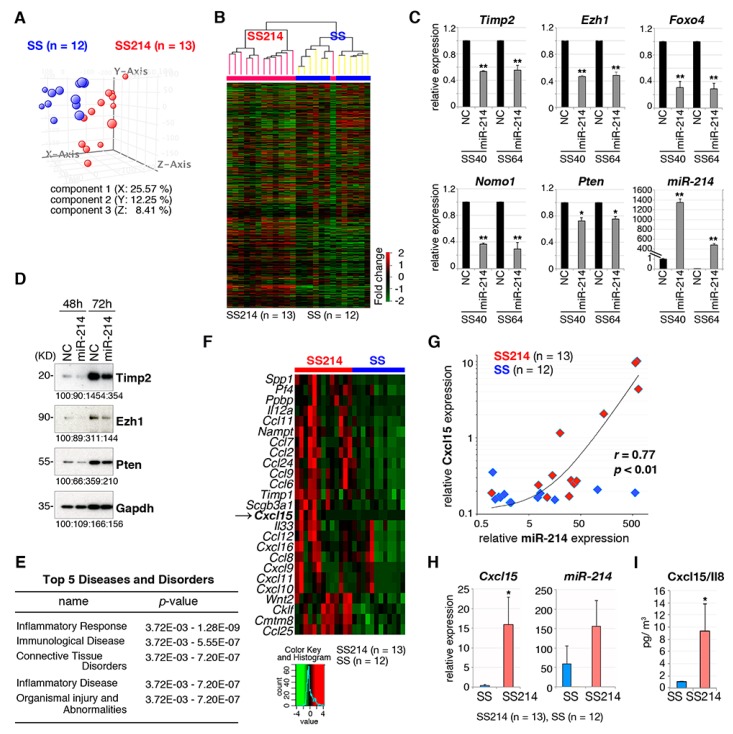
*miR-214* expression modulates gene expression in mouse synovial sarcoma. (**A**) Principal component analysis and (**B**) Hierarchical clustering of gene expression profiles of synovial sarcoma with and without *miR-214* overexpression. (**C**) RT-qPCR for candidate *miR-214* target genes, *Timp2*, *Ezh1*, *Foxo4*, *Nomo1*, and *Pten* in synovial sarcoma cells with or without *miR-214*. * *p* < 0.05, ** *p* < 0.01. (**D**) Immunoblotting for Timp2, Ezh1, and PTEN in the SS40 mouse synovial sarcoma cell with or without *miR-214* introduction. (**E**) Ingenuity Pathway Analysis (IPA) of signaling pathways for 272 upregulated genes in synovial sarcoma expressing *miR-214*. The key diseases and disorders are listed according to their ranking scores. (**F**) A heatmap of top 25 cytokine genes upregulated in synovial sarcoma with *miR-214* expression. The arrow indicates Cxcl15. (**G**) Pearson’s correlation analysis shows positive correlation between *miR-214* and *Cxcl15* expression in mouse synovial sarcomas. (**H**) Quantitative RT-PCR showed *Cxcl15* upregulation in *miR214*-positive synovial sarcomas. Expression of *miR-214* is shown in the right panel. *Cxcl15* expression relative to *Gapdh* and *miR-214* relative to *sno202* are shown. (**I**) IL-8 protein expression is compared between mouse synovial sarcomas with and without *miR-214*.

**Figure 6:**
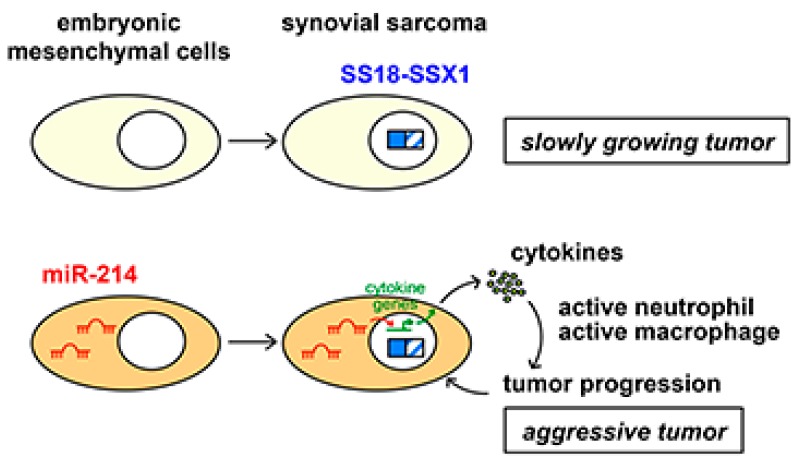
Proposed model of cooperation between *SS18-SSX1* and *miR-214*. *SS18-SSX1* expression in embryonic mesenchymal cells that do not express *miR-214* induces slowly growing tumors (**top**). On the other hand, *miR-214* upregulates expression of cytokine genes, such as *Cxcl15*, that activate neutrophils and macrophages in the tumor microenvironment, resulting in an aggressive nature of synovial sarcoma (**bottom**).

**Table 1:** Common retroviral integration sites in murine synovial sarcoma.

Chromosome Locus	Loci	No. of Integrations (*n* = 30)
1qH2.1	*Dnm3*	3
2qH3	*Tshz2*	2
2qB	*Cstad*	
4qD2.2	*Stk40*	
4qD3	*Hspg2*	
6qB3	*Creb5*	
8qA2	*Fgfr1*	
8qE2	*Irf2bp2*	
11qD	*Col1a1*	
12qF1	*Trmt61a*	
13qA4	*Nedd9*	
15qF3	*Itga5*	
17qE2	*Ltbp1*	
17qE4	*4933433H22Rik*	
18qE3	*Zbtb7c*	

**Table 2:** Upregulated cytokine genes in mouse synovial sarcoma *.

Genes	Fold Change	Products
***Cxcl15***	12.34	chemokine (C-X-C motif) ligand 15
*Ppbp*	5.80	pro-platelet basic protein
*Spp1*	4.31	secreted phosphoprotein 1
*Ccl6*	3.63	chemokine (C-C motif) ligand 6
*Ccl9*	3.57	chemokine (C-C motif) ligand 9
*Ccl11*	2.48	chemokine (C-C motif) ligand 11
*Cxcl9*	2.21	chemokine (C-X-C motif) ligand 9
*Ccl2*	2.16	chemokine (C-C motif) ligand 2
*Pf4*	2.13	platelet factor 4
*Ccl7*	1.88	chemokine (C-C motif) ligand 7

* Upregulated genes in *SS18-SSX1-* and *miR-214*-coexpressing tumors (versus *SS18-SSX1* only tumors). Cxcl15 that is upregulated both in mouse and human synovial sarcoma is indicated in bold.

**Table 3:** Upregulated cytokine genes in human synovial sarcoma *.

Genes	Fold Change	Products
*BMP7*	6.79	bone morphogenetic protein 7
*BMP5*	4.48	bone morphogenetic protein 5
*WNT5A*	4.35	wingless-type MMTV integration site family, member 5A
*CXCL12*	3.35	chemokine (C-X-C motif) ligand 12
*TNFRSF19*	2.75	tumor necrosis factor receptor superfamily, member 19
*BMP2*	2.46	bone morphogenetic protein 2
*TGFB2*	2.14	transforming growth factor beta 2
***CXCL8***	1.86	chemokine (C-X-C motif) ligand 8
*FAM19A1*	1.63	family with sequence similarity 19 (chemokine (C-C motif)-like), member A1
*CCL28*	1.60	chemokine (C-C motif) ligand 28

* Upregulated genes in human synovial sarcoma versus other sarcomas (osteosarcoma, Ewing sarcoma, alveolar soft part sarcoma, and rhabdomyosarcoma). CXCL8 that is upregulated both in mouse and human synovial sarcoma is indicated in bold.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/2/324/s1. Table S1: Lists of GSEA enrichment scores, Table S2: Genes upregulated and downregulated in mouse synovial sarcoma and eMCs expressing *SS18-SSX1,* Table S3: Retroviral integration sites in mouse synovial sarcoma, Table S4: Genes upregulated and downregulated in mouse synovial sarcoma with *miR-214* expression, Table S5: The list of PCR primers, Figure S1: Retroviral integrations in mouse synovial sarcoma, Figure S2: Upregulation of *miR-214* and *Dnm3os* in synovial sarcoma, Figure S3: Cumulative tumor incidences of synovial sarcoma co-expressing *Fgfr1* or *Nedd9*, Figure S4: Effects of *miR-214* expression in synovial sarcoma, Figure S5: The effect of *PTEN* silencing in synovial sarcoma development.

# Supplementary material for: Cooperation between SS18-SSX1 and miR-214 in Synovial Sarcoma Development and Progression
**Source:** Cancers (Basel). 2020 Jan 30;12(2):324. doi: 10.3390/cancers12020324
**Supplement:** Supplementary file 1

Supplementary Materials

Cooperation between SS18-SSX1 and miR-214 in Synovial Sarcoma Development and Progression

Miwa Tanaka, Mizuki Homme, Yukari Yamazaki, Keisuke Ae, Seiichi Matsumoto, Subbaya Subramanian and Takuro Nakamura

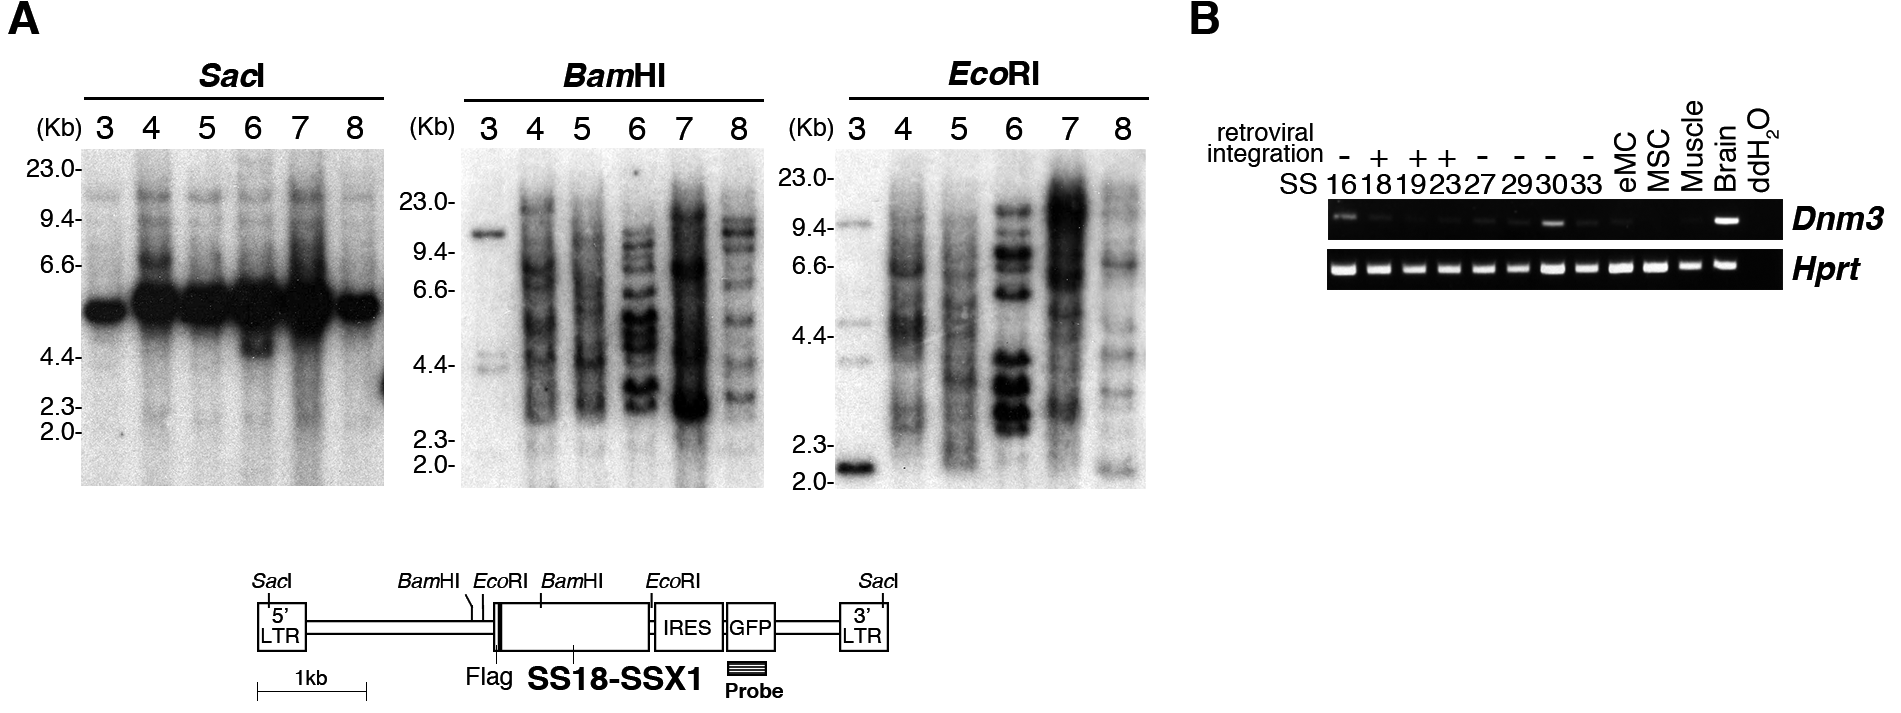

**Figure S1.** Retroviral integrations in mouse synovial sarcoma. (**A**) Southern blotting of synovial sarcoma tissue shows retroviral integrations of multiple copies. Restriction enzymes used for DNA digestion, restriction sites within the retroviral vector, and the probe are indicated. (**B**) RT-PCR of *Dnm3* in mouse synovial sarcoma. *Hprt* is used as a control.

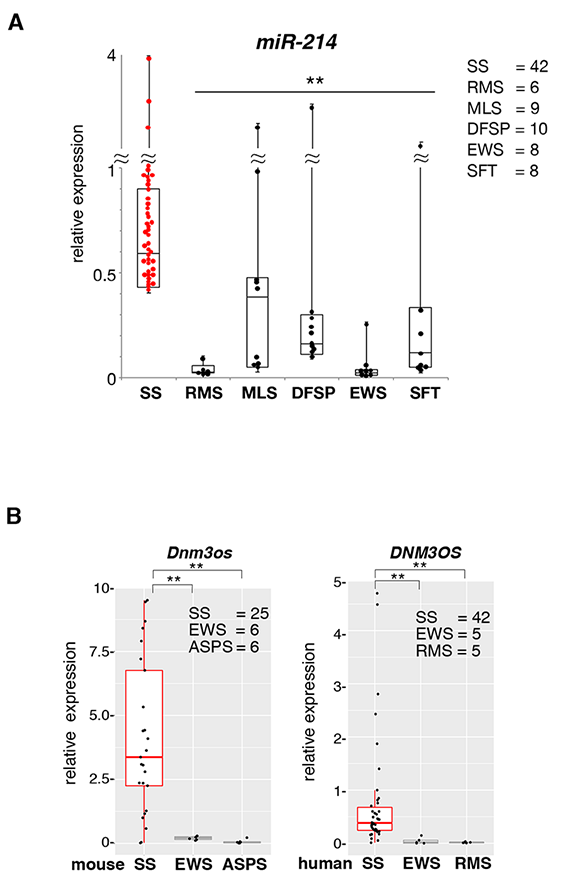

**Figure S2.** Upregulation of *miR-214* and *Dnm3os* in synovial sarcoma. (**A**) RT-qPCR for *miR-214* in human sarcoma tissues. SS: synovial sarcoma, RMS: rhabdomyosarcoma, MLS: myxoid liposarcoma, DFSP: dermatofibrosarcoma protuberans, EWS: Ewing sarcoma, SFT: solitary fibrous tumor. The numbers of cases examined are indicated. ** *p* < 0.01. (**B**) RT-qPCR for mouse *Dnm3os* (left) and human *DNM3OS* (right) in mouse and human sarcomas. SS: synovial sarcoma, EWS: Ewing sarcoma, ASPS: alveolar soft part sarcoma, RMS: rhabdomyosarcoma. The numbers of cases examined are indicated. ** *p* < 0.01.

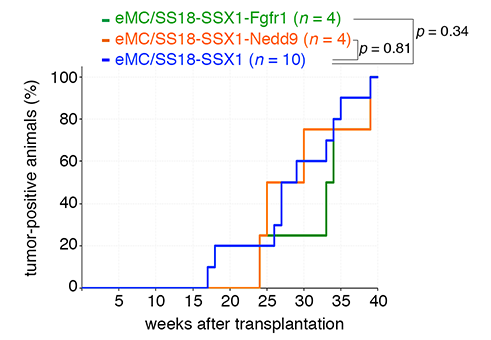

**Figure S3.** Cumulative incidences of synovial sarcoma with or without Fgfr1 or Nedd9. The number of mice used are indicated. Significance was examined by log-rank test.

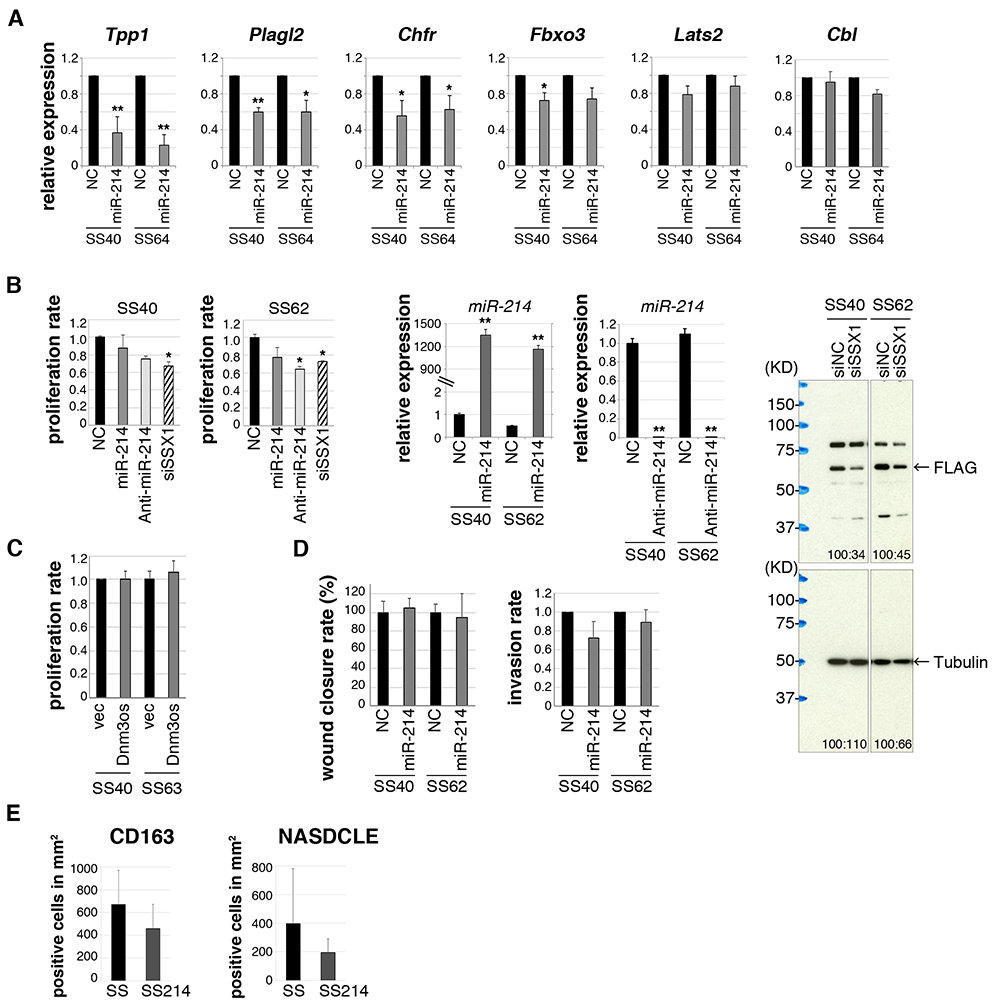

**Figure S4.** Effects of miR-214 expression in mouse synovial sarcoma. (**A**) RT-qPCR for candidate *miR-214* target genes, *Tpp1, Plagl2, Chfr, Fbxo3,* *Lats2,* and *Cbl* in synovial sarcoma cells with or without *miR-214*. * *P* < 0.05, ** *P* < 0.01. (**B**) Proliferation of synovial sarcoma cells with *miR-214, anti-miR-214* expression or *SS18-SSX1* knockdown (left). *miR-214* and SS18-SSX1 expression is confirmed by RT-qPCR or immunoblotting (right) * *P* < 0.05, ** *P* < 0.01. (**C**) Proliferation of synovial sarcoma cells with or without *Dnm3os* expression. (**D**) Migration and invasion activities of synovial sarcoma cells with or without *miR-214* were tested by wound healing assay (left) and invasion assay (right). (**E**) The number of CD163-positive macrophages and naphthol AS-D chloroacetate esterase (NASDCLE)-positive granulocytes in synovial sarcoma with (SS214, n = 10) or without miR-214 (SS, n = 11).

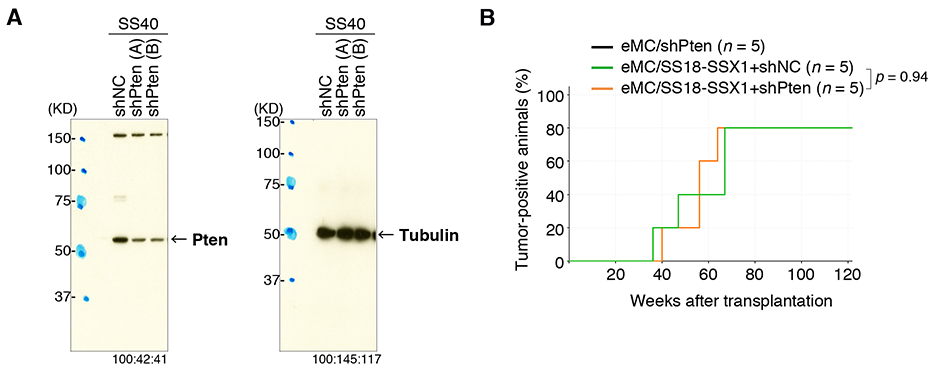

**Figure S5.** The effect of *Pten* silencing in synovial sarcoma development. (**A**) Western blotting shows *Pten* knockdown by shRNA. (**B**) Cumulative incidences of synovial sarcoma with shPten or negative control sh (ShNC). The number of mice used are indicated. Significance was examined by log-rank test.

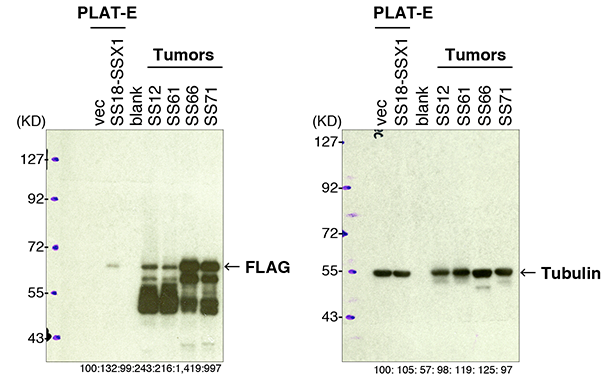

**Figure S6.** Original films of Figure 1D.

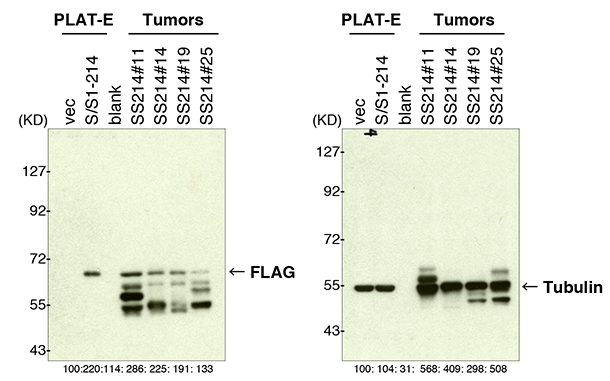

**Figure S7.** Original films of Figure 4E.

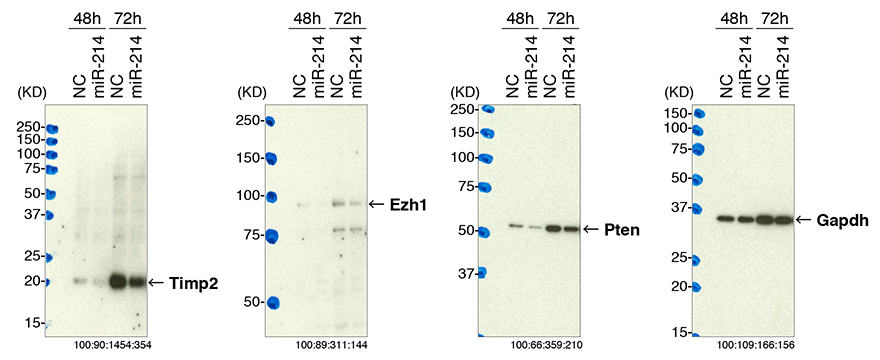

**Figure S8.** Original films of Figure 5D.

**Table S1–S5.**: Please check the accompanying MS Excel.

| 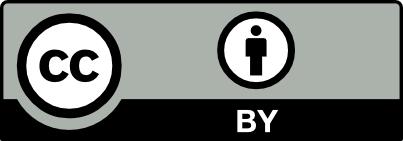 | © 2020 by the authors. Licensee MDPI, Basel, Switzerland. This article is an open access article distributed under the terms and conditions of the Creative Commons Attribution (CC BY) license (http://creativecommons.org/licenses/by/4.0/). |
| --- | --- |

How the deposited data were processed for this re-analysis (not part of the article)

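The data are 53 GeneChip mouse arrays of total RNA, 4 of eMCs with an empty vector and 4 of eMCs expressing *SS18-SSX1* at 48 h, 12 of *SS18-SSX1* tumors (SS), 13 of tumors with *SS18-SSX1* and *miR-214* (SS214), 4 of a normal tissue mix, and 4 each of the lines SS40 and SS64 with *miR-214* and with a negative control (NC). The deposited table holds 1 intensity per probe set and array on a linear scale, 45141 probe sets in all, which the authors had summarized and scaled between arrays. The submitters' notes name MAS5 without a version, the paper's methods name GeneSpring for the analysis, and the values run from 5.36 to 11034, so the table alone does not settle how the probes were summarized or which background was removed. No second scaling was applied in the main analysis.

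Groups were taken from the sample labels, and the tumors with an integration at *Dnm3* from the paper. The second line is labelled SS64 on the arrays and named SS60 in section 2.5 of the paper, and the 2 names were taken to mean the same line. Probe sets were named through the platform annotation, with symbols updated by gene ID through a table of current mouse genes for 28689 of them. Of the probe sets, 28898 had 1 symbol (17097 genes), 551 had several and 15692 had none in this annotation, and 104 control probe sets were left out. No gene was named from a probe set with several symbols, so counts of genes leave out whatever the unnamed probe sets measure.

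Intensities under a floor of 11.7, the median over the arrays of each array's 20th percentile, were raised to it, values were put on the log2 scale, and probe sets above the floor in at least 4 of the arrays compared were kept. Each comparison was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend = TRUE) on its own 2 groups, and p-values were adjusted by Benjamini-Hochberg over the probe sets tested. A gene took the values of its brightest probe set and was called at an adjusted p under 0.05 and a fold change over 2. "Any fold change" means the adjusted p alone. The comparisons were eMCs expressing *SS18-SSX1* against the empty vector, SS tumors against the tissue mix and against eMCs with the empty vector, SS214 against SS tumors, and *miR-214* against NC in each line, with a test of the difference between the lines. Gene lists, written from general knowledge or copied from the paper, were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a comparison. Single values were compared by permutation, exact where the arrangements were few and otherwise with 100000 resamples. Principal components came from the centred log2 values of the probe sets tested, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

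The genes named are every gene that sections 2.2, 2.3 and 2.5 or Table 2 of the paper name and a probe set named here measures, in the comparisons they are named for, in each comparison the 10 largest rises and 10 largest falls among genes with 1 symbol, an adjusted p under 0.05 and no overlap between the groups, and up to 4 called members with the largest change from each list described. Not all of these are printed. Genes in the paper's tables had been seen there. Other genes, such as those shared by comparisons, the mast cell genes as a group, *Car12*, *Mycn* and the probe sets of the 3′ to 5′ ratio, were chosen after their values were seen.

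In SS64, arrays with the same replicate number deviated together after the group means were removed (correlations of 0.317 to 0.48). The numbers were therefore taken to pair these arrays, which the paper does not state. The correlations do not single out these pairs. *miR-214* replicates 1 and 2 both correlated best with NC replicate 2, and *miR-214* replicates 3 and 4 both with NC replicate 4. The median intensity of an array was 22.5 to 26.9 over all arrays, close to the floor, so that changes of weakly expressed genes are compressed. Precision rests on 4 arrays a group in the cultures and lines, where replicates may be technical, and on 12 and 13 tumors. The pipeline was tested on simulated data of the same group sizes, in which 63 to 67 of 67 probe sets changed by 3-fold passed, and 28 to 58 of 67 changed by 1.5-fold.

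The alternatives were quantile normalization, no floor, a floor at the 40th percentile (17.8), no filter, a call by any probe set of a gene, the mean over a gene's probe sets, 1 fit of all arrays, t-tests with and without adjustment, the replicate number as a block, leaving out each replicate in turn in groups of 4, no fold threshold for genes shared by the lines, and, chosen after seeing the data, the lung genes or the 3′ to 5′ ratio as a covariate, leaving out SS214 tumors high in lung genes, ratios of arithmetic means, and the empty vector as the control of the tumors for shared genes.

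The seed matches of *miR-214*, the paper's gene sets and pathway analysis, the microRNA levels, RT-qPCR, proteins, histology and the human tumors are not analysed here, nor are 1 of the 11 candidate targets and 1 of the 10 genes of Table 2.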

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

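The tests of *Cxcl15* with the lung genes as a covariate and of the airway gene *Scgb1a1*, the test of cell types in eMCs, and those of the called genes with the 3′ to 5′ ratio as a covariate were chosen after the result was seen.

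*Cxcl15*, the gene that links *miR-214* to human *CXCL8* in the paper, was high in the SS214 tumors in which lung epithelial genes were high. The highest means of the lung genes were in SS214 tumors 16, 13, 15 and 14, at 9.17, 8.75, 7.12 and 6.44 log2 units. Tumors numbered 1 to 9 lay at 3.77 to 5.25, with tumors 3 and 4 above every SS tumor. Whether the tumors were handled in the order of these numbers is not known and was not tested. A rise of *Cxcl15* apart from the lung genes is argued against, because with the mean of the lung genes as a covariate its log2 difference between SS214 and SS tumors was -0.028 (95% interval -0.372 to 0.316). RNA of lung with airways and alveoli in the proportions of the tissue mix is argued against as well, because the airway gene *Scgb1a1*, at 8307 in the mix, rose by only 0.054 (SE 0.015) of its level in the mix for each share of *Sftpc*, at 6756 in the mix, while *Cxcl15* rose by 0.798 (SE 0.036). RNA of alveolar tissue in some tumor samples cannot be told apart from expression of these genes by tumor cells, because 9 of 14 further alveolar genes, those at least 4 times as high in the mix as in SS tumors, gave a median slope of 0.106, between the bounds of 0.1 and 0.25 set for it, with *Slc34a2* at 0.352, *Ager* at 0.106 and *Hopx* at -0.184. With *miR-214* in the cell lines, none of 4 lung genes, all close to the floor there, passed (median 0.075 and camera adjusted p = 0.772 in SS40, 0.059 and 0.874 in SS64), while an effect of *miR-214* on the alveolar genes in tumors stays open, and the paper describes the tumors of this model as subcutaneous masses.

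The 3′ to 5′ ratio of *Gapdh* and *Actb* was 0.237 ± 0.138 (SD, n = 13) in SS214 and 0.860 ± 0.273 (n = 12) in SS tumors, so that a difference in RNA integrity moves with the groups. With the ratio as a covariate 78.9% of the 166 genes lower in SS214 tumors stayed called, so a linear effect of the ratio did not account for those. Over the 166 genes the median log2 difference was -1.165 (median SE 0.215) without and -1.524 (median SE 0.392) with it. The ratio almost separates the groups, at 0.528 to 1.380 in SS and 0.104 to 0.270 in SS214 tumors apart from tumor 9 at 0.659. This fit therefore cannot exclude RNA integrity as a cause of the lower genes. For the 144 genes higher in SS214 tumors a difference in RNA integrity cannot be told apart from an effect of *miR-214* either. Of these, 35.4% stayed called, all 144 keeping their sign. The calls ended with the wider error of a covariate that follows the groups. The median log2 difference was 1.22 (median SE 0.292) before and 1.34 (median SE 0.521) after. The slopes of the genes on the ratio within the SS tumors predicted the direction of 38.1% of the 310 called genes, which is under the 50% set to argue against this cause, but shuffled ratios gave 19.0% to 88.7% (median 47.7%, 27 of 100 lower), so this bound lay within what shuffling gives and the test decides nothing. *miR-214* itself, the shorter latency of these tumors and any difference in handling stay open.

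Markers of endothelial cells, granulocytes and other cell types were higher in eMCs expressing *SS18-SSX1* than with the empty vector. A lower share of mesenchymal cells would raise alike the markers of the other types present. The medians of 7 lists reached from 1.48 (SE of the mean 0.273) for endothelial genes to -0.101 (SE 0.107) for platelet genes, a difference of 1.58. Erythroid genes were at 0.116 and lymphocyte genes at -0.013. These lists and the platelet list did not pass, so their cells may be absent and cannot test this. Among the lists that passed, granulocyte genes were at 1.33, adipocyte genes at 0.684 and macrophage genes at 0.293 (SE 0.076). This argues against an equal rise of the types that passed, not against a change in the cells present. More endothelial and granulocytic cells in these cultures and expression of such genes in the mesenchymal cells under *SS18-SSX1* both stay open as hypotheses, and neither was tested.

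A single array far from the other arrays of its group was found for 12 of 367 combinations of gene and group, where chance gives 18.4. By intensity, with the mean of the others in parentheses, they were in eMCs *Pou2af1* at 30.7 (25.8) in *SS18-SSX1* replicate 3, *Esam* at 214.8 (185.6) in *SS18-SSX1* replicate 1 and *S100a9* at 107.8 (126.3) in empty vector replicate 1. In the tissue mix they were *Sox2* at 88.5 (137.6) and *Mki67* at 735.9 (835.3), both in replicate 1. In SS40 they were *Tpp1* at 823.8 (670.8), *Cbl* at 229 (181.8), *Smoc2* at 877.5 (728.5) and *Cxcl5* at 1042 (1463) in *miR-214* replicate 4, *C1qtnf3* at 215.3 (264) in NC replicate 1 and *Cxcl14* at 69.7 (88.2) in NC replicate 3. In SS64 it was *Pigq* at 52.7 (71.7) in *miR-214* replicate 1.

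The effect of *miR-214* differed between the cell lines for 133 of 15886 genes at an adjusted p under 0.05, 38 of them by more than 2-fold, and 1588 at an unadjusted p under 0.05. Among the genes named by the rule, given as SS64 minus SS40 in log2 units, the difference was -2.01 for *BC080696* (adjusted p = 1.8e-06), -1.98 for *AF067061*, -1.48 for *Usp17la* and -1.33 for *Efhd1* (adjusted p = 0.000596), which fell in SS64. It was 1.87 for *C1qtnf3* (adjusted p = 0.00125), 1.52 for *Perp*, 1.47 for *Il7*, 1.44 for *Prl2c2*, 1.42 for *Ppbp*, 1.39 for *Aqp5* and 1.07 for *Krtap1-5* (adjusted p = 0.0064), which fell in SS40, *Prl2c2* and *Krtap1-5* also falling in SS64 by smaller changes (-0.728 and -0.433). The fall of *Ppbp* in SS40 did not pass in 1 fit of all arrays (0.292), with the replicate number as a block (0.0526) or without NC replicate 3 or 4 (0.0638 and 0.0587), that of *Il7* with the block (0.0506) or without NC replicate 3 (0.0528), and that of *C1qtnf3* in 1 fit of all arrays. For *Ak4*, 1 fit of all arrays ended the call in SS64 (0.0987). The difference was 1.15 for *Gap43* (adjusted p = 0.0117) and 1.07 for *Ak4* (adjusted p = 0.00276), which rose in SS64.

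*Car12*, which encodes a carbonic anhydrase and which the text of the paper does not discuss, lies next to a retroviral integration in tumor SS5, where its value was 6.90 log2 units above the mean of the other SS tumors, or 27.7 of their SDs.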

How the results depend on the processing

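The overlap of eMCs and tumors with the empty vector as the tumors' control, its split controls, the covariates, the tumors left out and the arithmetic means were chosen after seeing the data. The counts of called genes in the 6 comparisons stayed within 1.5 times the main count under every alternative run, apart from those given here, and each cause was not tested unless stated. With a call by any probe set, 261 genes were higher in SS214 than in SS tumors against 144, 14 genes rose in SS64 against 9, and 2 rose and 8 fell in both lines against 0 and 4. With an adjusted t-test 16 genes fell in SS40 against 29. With the 3′ to 5′ ratio as a covariate 381 genes were lower in SS214 tumors against 166. With no fold threshold 23 genes rose and 61 fell in both lines, since fewer criteria apply. With the empty vector as the tumors' control in place of the tissue mix, 172 genes were higher and 117 lower in both eMCs and tumors against 59 and 45, and 166 and 106, or 163 and 112, with the control arrays split. The direction reversed for *Ctnnb1* in tumors against the empty vector as the mean over its probe sets, at -0.374, and for *Cxcl15* and *Sftpa1* in SS214 tumors with the lung genes as a covariate, at -0.028 and -0.325, *Sftpa1* being itself one of these lung genes, so that its value is no independent test. Without 1 replicate the genes were 406 to 425 higher and 144 to 152 lower in eMCs, 1747 to 1831 and 1990 to 2026 in tumors against the mix, 2277 to 2308 and 1308 to 1314 in tumors against the empty vector, 2 to 5 and 21 to 29 in SS40 (2 higher without NC replicate 3 or 4), and 7 to 10 and 26 to 33 in SS64. With the replicate number as a block the counts were 418 higher and 150 lower in eMCs, 3 and 21 in SS40 and 9 and 29 in SS64, where the block changed no call of a named gene, and in none of the 3 sets did every array correlate best with its own number (same-number correlations of -0.04 to 0.279 in eMCs and -0.316 to 0.55 in SS40). The separation of SS214 and SS tumors on the first component was 63.6 to 68.0 against 67.0. Of 56 lists tested in a comparison, all kept their call without the floor and 55 with quantile normalization, the candidate targets in SS214 tumors then passing (-0.296, adjusted p = 0.043). In 1 fit of all arrays, 11 named genes no longer passed in eMCs, 7 in SS64 and 4 in SS40. The mean over probe sets moved 18 named genes in eMCs, 22 and 20 in tumors against the mix and the empty vector, 9 in SS214 tumors, 13 in SS40 and 14 in SS64. A called gene had another probe set called the other way in 325 of 1783 cases for tumors against the empty vector and in 0 to 30 in the other comparisons.

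Chance in the grouping of the arrays can be excluded as the source of the counts of called genes outside SS40 and SS64. There only 1 of the splits of the arrays, the real one, called as many. The same held in SS40, but its arrays may not be exchangeable. In SS40 the mean ratio of *Gapdh* and *Actb* was 0.128, 0.130, -0.035 and -0.039 in *miR-214* replicates 1 to 4. In NC replicates 1 to 4 it was 0.102, 0.499, -0.010 and -0.004. The real count and the highest of the other splits were 568 and 0 in eMCs and 33 and 3 in SS40 (35 splits each), and 310 and 61 in SS214 against SS tumors, 4008 and 1619 in tumors against the mix and 3650 and 1863 in tumors against the empty vector (100 splits each). Since the replicates of cultures, lines and mix may be technical, this leaves out chance differences between cultures or between tissue samples in all but SS214 against SS tumors. In SS64, where the replicate numbers were taken to pair the arrays, the 8 splits that part all 4 pairs are too few for a share under 0.05. The real split called 38 genes and the highest other of these 0 (5 in the splits that part fewer pairs). The seed test of *miR-214* and its alternatives were not run. Intensities close to the floor limit what can be seen for weakly expressed genes.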

Differences from the paper's values

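The ratio of arithmetic means and the empty vector as the tumors' control for shared genes were chosen after the values were seen. Counts of genes here leave out the unnamed probe sets, and 2 counts are said to differ when one is more than 1.5 times the other.

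For genes lower with *miR-214* in both cell lines, the paper's count is 168 and the count here is 4 in SS40 and SS64, by an adjusted p under 0.05 and a fold change over 2, where the paper states no threshold for this step and its text names the second line SS60. None of the 8 alternatives set before the data were examined reached it, the nearest being 61 genes with no fold threshold.

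The paper's fold change of *Cxcl15* in Table 2 is 12.34, and here it was 3.79 as a ratio of geometric means. With quantile normalization, no floor, the floor at the 40th percentile, 1 fit of all arrays or the mean over probe sets, all set before the data were examined, it was 3.05 to 3.82. As a ratio of arithmetic means, a setting chosen after the values were seen, it was 12.39, which drops none of the 9 of 10 genes of Table 2 that were analysed (1.83 to 12.39). Apart from *Cxcl15*, the paper's fold changes of these genes lie within 1.5 times those here or within their spread by either mean. Of these 9 genes 8 passed the test here, and *Cxcl9* did not (adjusted p = 0.336) with any setting run.

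For genes higher in both eMCs and tumors, the paper's count in Table S2 is 216 and the count here 59, and for genes lower in both it is the paper's 151 against 45, with the tissue mix as the tumors' control as in the legend of Figure 2. None of the 7 alternatives set before the data were examined closed either gap. With the empty vector as the tumors' control, chosen after the values were seen, the counts were 172 and 117, and 39 of the 177 and 23 of the 115 measured genes that the paper lists were then not called in both. The fold changes of the tumors in Table S2, tested on the genes lower in tumors alone, follow this control (r = 0.798 over 1595 genes) more than the mix (r = 0.196 over 1586 genes), while the legend names the mix and the text the empty vector. Of the genes listed as higher in both, 176 of 177 measured had the same direction in eMCs, 176 in tumors against the empty vector and 86 in tumors against the mix.

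For genes lower in tumors, the paper's count in Table S2 is 2131 and the count here 1335 against the empty vector, the control that the fold changes of this table follow. Against the tissue mix it was 2214, which does not differ, but the genes higher in tumors, 3155 in the paper, were then 1794, which does. Against the empty vector, quantile normalization (1549) and a call by any probe set (1820), both set before the data were examined, no longer differed, and the other 10 alternatives did, but with quantile normalization the genes higher in tumors, 2315 in the main analysis, became 1946 and then differed. For genes higher and lower in SS214 tumors, the paper's counts in Table S4 are 272 and 347 and those here 144 and 166, and of the alternatives set before the data were examined only the call by any probe set, at 261 and 246, no longer differed. Of the 272 and 347 genes in these sheets, 203 and 210 were measured here with the same direction, 103 and 124 of them called.

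The paper reports that the changes of *Atf2* and *Tle1* were not observed in eMCs, and here *Atf2* was higher by 0.313 and *Tle1* lower by -0.387, both past the test but within a 2-fold change, and neither passed in 1 fit of all arrays.

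The paper reports the candidate targets as lower in both cell lines. Of the 10 analysed, 7 passed in SS64 and none in SS40. Other settings called some of them in SS40, namely *Nomo1* (0.00812), *Tpp1* (0.0277) and *Chfr* (0.00149) in 1 fit of all arrays, *Plagl2* (0.0405) and *Chfr* (0.0492) with the floor at the 40th percentile, *Nomo1*, *Tpp1*, *Plagl2* and *Chfr* without *miR-214* replicate 4, and *Timp2* by a probe set other than its brightest, at -0.789, with adjusted p in parentheses. The fit of all arrays ended 4 of the 7 calls in SS64, those of *Ezh1* (0.0687), *Foxo4* (0.119), *Plagl2* (0.108) and *Fbxo3* (0.988). In SS64 all 4 other probe sets of *Timp2* passed, at -0.892 to -1.03.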

Other observations

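*Mycn*, *Cd163* and *Bcl2* in this part and the 3′ to 5′ ratio as a covariate were chosen after the values were seen, and the tests of the 2 hypotheses were set before.

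In the cell lines with *miR-214*, several lists besides the candidate targets moved on balance at the preset correlation, while most of their genes did not pass and none of these lists kept an adjusted p under 0.05 with an estimated correlation. In SS40, 2 of 16 immediate early genes passed and were higher (8 higher and 2 lower adjusted over the list alone, median 0.3, camera adjusted p = 0.000303, but adjusted p = 0.0609 with an estimated correlation), and 6 of 33 chemokine genes were lower (11 adjusted over the list alone, camera adjusted p = 0.00217, but adjusted p = 0.0609 with an estimated correlation). None of 20 interferon-stimulated genes passed in SS40 (6 lower adjusted over the list alone, median -0.129, camera adjusted p = 0.0158, but adjusted p = 0.403 with an estimated correlation). Of other lists in SS40, 2 of 21 YAP target genes were lower (6 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.00511, but adjusted p = 0.322 with an estimated correlation), 3 of 12 smooth muscle genes (4 adjusted over the list alone, camera adjusted p = 0.0195, but adjusted p = 0.523) and 1 of 7 adipocyte genes (3 adjusted over the list alone, camera adjusted p = 0.0336, but adjusted p = 0.28). In SS64, 6 immediate early genes were higher and 1 lower (camera adjusted p = 0.0071, but adjusted p = 0.237 with an estimated correlation), 10 of 37 E2F and cell cycle genes were higher and 1 lower (camera adjusted p = 0.00134, but adjusted p = 0.376 with an estimated correlation), and 6 of 20 interferon-stimulated genes were lower and none higher (median -0.12, camera adjusted p = 0.0071, but adjusted p = 0.237 with an estimated correlation). Whether the lists differ between the lines was not tested.

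In SS214 against SS tumors, chromatin and Wnt genes were lower on balance at the preset correlation. Of 27 Polycomb subunits, 13 were lower and 5 higher (median -0.161, camera adjusted p = 0.0155, but adjusted p = 0.635 with an estimated correlation), of 25 SWI/SNF subunits 11 were lower and 4 higher (median -0.14, camera adjusted p = 0.0376, but adjusted p = 0.645 with an estimated correlation), and of 16 Wnt target genes 6 were lower and 1 higher (median -0.283, camera adjusted p = 0.0306, but adjusted p = 0.635 with an estimated correlation). With the 3′ to 5′ ratio, which differs between the groups, as a covariate chosen after seeing the data, 6 of the Polycomb subunits were lower and 1 higher, 3 of the SWI/SNF subunits were lower and 6 of the Wnt target genes were lower. In eMCs expressing *SS18-SSX1*, 6 of 7 osteoclast genes were higher and none lower (median 1.41, camera adjusted p = 0.000193, and adjusted p = 0.0227 with an estimated correlation), and of 21 skeletal muscle genes 14 were higher and 1 lower (14 and 3 adjusted over the list alone, median 0.467, camera adjusted p = 0.000341, and adjusted p = 0.0227 with an estimated correlation).

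One hypothesis was that a retroviral integration raises the gene listed next to it. Of the 137 integrations in arrayed tumors, 111 had a measured gene, and the tumor that carries the integration had the highest value of the 12 tumors for 8 of them, or 7.21%, where 8.33% is expected by chance (one-sided exact binomial p = 0.715), so these data argue against it as a general effect. Within the gene or 20 kb of it, 8 of 91 were highest (8.79%, p = 0.491).

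Another hypothesis was that SS214 tumors show the change that *miR-214* gives in cultured sarcoma cells. Across 15132 genes the difference between SS214 and SS tumors and the mean change in both lines had an r of -0.016. Of 100 relabellings of the tumors, 64 reached this size (highest 0.065), so across all genes the tumors did not show the change. The changes of the lines had an r of 0.343 with each other. Of the 10 candidate targets alone, 5 were lower and 1 higher in SS214 tumors, with a median of -0.274. This list went the way of the lines but fell short of the test (camera adjusted p = 0.054, and adjusted p = 0.635 with an estimated correlation). It passed at the preset correlation after quantile normalization (-0.296, adjusted p = 0.043).

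*Mycn*, by its brightest probe set, differed by -7.17 between eMCs expressing *SS18-SSX1* and the empty vector and by 7.27 between tumors and the tissue mix, while its other probe sets gave -0.082 to 0.43 and 0.413 to 0.467, and whether the brightest one reads *Mycn* was not tested. *Bcl2* was higher in tumors than in the tissue mix by 0.483 (SE 0.192, limma adjusted p = 0.0406), which did not pass without any one of the replicates of the mix (0.0756 to 0.0871) or in 1 fit of all arrays (0.0541), and lower than in eMCs by -0.807 (limma adjusted p = 0.00138). *Cd163*, a macrophage gene, differed by 0.868 (SE 0.433, limma adjusted p = 0.114, but 0.0228 in 1 fit of all arrays) between SS214 and SS tumors, and *Dnm3os* by -0.332 (limma adjusted p = 0.279).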
